# Unique nigral and cortical pathways implicated by epigenomic and transcriptional analyses in rotenone Parkinson’s model

**DOI:** 10.1038/s41531-025-01049-1

**Published:** 2025-07-24

**Authors:** Maria Tsalenchuk, Kyle Farmer, Sandra Castro, Abigail Scheirer, Yuqian Ye, J. Timothy Greenamyre, Emily M. Rocha, Sarah J. Marzi

**Keywords:** Neuroscience, Neurodegeneration, Parkinson's disease

## Abstract

Pesticide exposure is increasingly recognized as a potential environmental factor in idiopathic Parkinson’s disease, though the molecular mechanisms remain unclear. This study explores how pesticide exposure alters gene regulation in key brain regions using the rotenone rat model. We performed H3K27ac ChIP-sequencing to profile active regulatory elements in the substantia nigra and motor cortex. Despite uniform complex I inhibition across regions, we observed region-specific epigenomic changes associated with rotenone exposure. RNA-sequencing confirmed transcriptomic alterations. We identified a strong, rotenone-induced immune response in the substantia nigra, including increased activity in the C1q complement pathway, suggesting immune involvement driven by regulatory mechanisms. In contrast, the cortex showed dysregulation of synaptic function at the gene regulatory level. Our results highlight a role for gene regulatory mechanisms potentially mediating the effects of pesticide exposure, driving region-specific functional responses in the brain that may contribute to the pathology and selective vulnerability that characterise Parkinson’s disease.

## Introduction

Parkinson’s disease (PD) is the fastest growing neurological disorder globally^1^. It is marked by progressive neurodegeneration of dopaminergic neurons in the substantia nigra pars compacta (SNpc) leading to the loss of dopamine in the striatum, neuroinflammatory activation of glial cells and aggregation of phosphorylated α-synuclein^2^. While the precise causes of PD remain unclear, a combination of genetic and environmental factors is believed to drive its onset and progression. Environmental exposures, including pesticides, have been increasingly recognised as important contributors to idiopathic PD^3^. However, the molecular mechanisms through which these environmental agents contribute to neurodegeneration are not yet fully understood.

Pesticide exposure, particularly mitochondrial complex I inhibitors like rotenone, induce a PD-like pathology in animal models of the disease, recapitulating many of the motor and non-motor symptoms observed in PD patients^4^. In adult rats, rotenone administration reproduces several pathogenic pathways, including oxidative stress, α-synuclein (α-syn) phosphorylation and aggregation in surviving SNpc DA neurons and in the gastrointestinal tract, lysosomal and proteasomal dysfunction and nigral iron accumulation^5,6^. Additionally, rotenone induces systemic changes affecting both the brain and peripheral tissues, which is significant as PD is increasingly recognised as a multi-system disorder. Studies have shown that rotenone exposure can lead to gastrointestinal issues and cardiac dysfunction^7,8^, mirroring non-motor symptoms observed in PD patients^9,10^.

While PD is traditionally characterised by nigrostriatal degeneration, there is increasing recognition of cortical involvement, particularly as the disease progresses^11^. Cortical pathology has been linked to non-motor symptoms, such as cognitive deficits and psychiatric disturbances, which significantly impact patient quality of life^12,13^. Moreover, growing evidence suggests that primary motor cortex dysfunction may contribute to motor impairments in PD, as abnormalities in motor cortex function have been observed in both PD patients and animal models. The motor cortex, which is intricately linked to the basal ganglia, undergoes functional alterations in PD, including disrupted excitability and impaired plasticity^14–16^. Direct stimulation of the motor cortex has been shown to alleviate PD symptoms, underscoring its relevance as a potential therapeutic target^15^. Additionally, rotenone-exposed rats exhibit α-syn accumulation in the frontal cortex, as well as progressive behavioural and neuropathological changes reminiscent of PD^17^. Despite these findings, the molecular mechanisms underlying cortical dysfunction in PD remain poorly understood, particularly in the context of epigenetic and transcriptional regulation.

Gene regulation and chromatin dynamics are increasingly recognised as central mechanisms in the development of neurodegenerative diseases^18^. Epigenetic modifications, such as histone acetylation, play a role in regulating gene expression and maintaining cellular identity. Epigenetic investigations in PD remain scarce, with only one study delving into the role of H3K27ac in the prefrontal cortex of PD patients^19^. Understanding these regulatory alterations in response to environmental insults is crucial for identifying molecular drivers of PD^20^.

In this study, we explored how rotenone exposure alters the epigenetic and transcriptomic signatures of two key brain regions involved in PD pathology: the SN and the motor cortex. This approach not only seeks to uncover potential vulnerabilities in the SN compared to the motor cortex but also aims to provide a comprehensive understanding of regional PD-linked gene regulatory signatures. Here, we used H3K27ac chromatin immunoprecipitation (ChIP)-seq and RNA sequencing (RNA-seq) to profile gene regulatory variation in the SN and motor cortex of rats exposed to rotenone compared to vehicle controls. Our results reveal widespread epigenetic and transcriptomic changes, highlighting distinct functional responses across different brain regions. This study represents the first comprehensive assessment of gene regulatory alterations in the rotenone rat model.

## Results

Aged (8–10 months) male Lewis rats received daily systemic exposure to rotenone for 21 days (ChIP-seq; *N* = 9, RNA-seq; *N* = 20). At the end of the dosing regimen, rats have extensive PD pathology in the brain. To confirm rotenone caused a nigrostriatal lesion, tyrosine hydroxylase-positive terminals were assessed in the striatum (Supplementary Fig. 1). Subsequently, we dissected the motor cortex and SN to characterise the transcriptomic and epigenetic patterns caused by rotenone. To profile the histone acetylation landscape, we conducted ChIP-seq for H3K27ac, which marks active promoters and enhancers across the genome. To link our epigenetic data to variation in gene expression levels, we performed RNA-seq to profile mRNA transcripts in a separate set of animals (Fig. 1a).

**Fig. 1:**
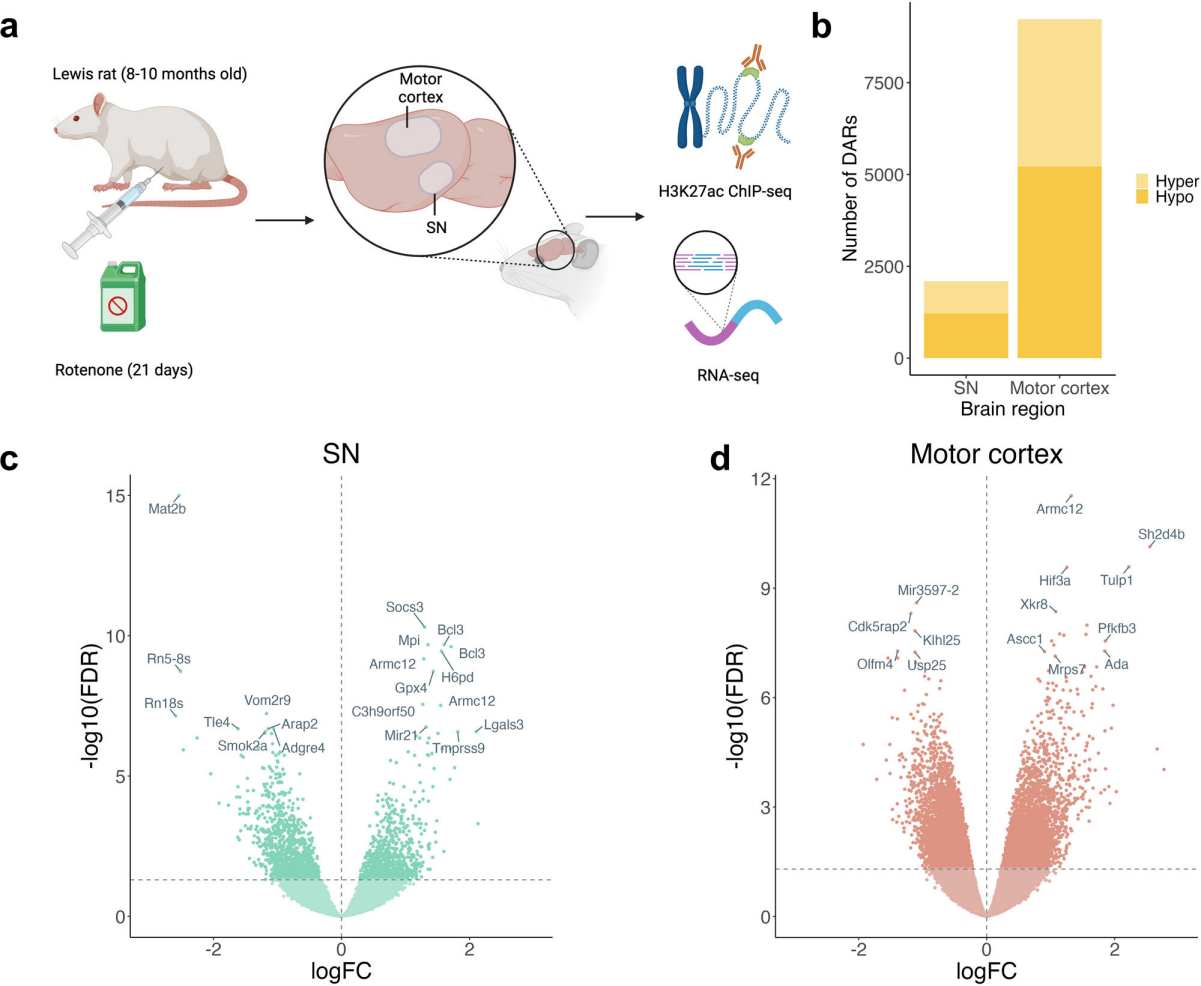
Epigenomic profiling of rotenone exposed rat motor cortex and SN reveals widespread changes in H3K27 acetylation. **a** Experimental workflow: Male Lewis rats were exposed to 2.8 mg/kg rotenone or vehicle intraperitoneally daily for 21 days. 24-h following the final injection, the motor cortex and SN regions were dissected from each brain (*n* = 5 for rotenone-treated, *n* = 4 for vehicle-treated, per brain region). ChIP-seq targeting H3K27ac was performed on these samples, complemented by RNA-seq. **b** Stacked bar plot showing the number of differentially acetylated regions (DARs) identified in the motor cortex and SN. **c** Volcano plot showing DARs in the SN. **d** Volcano plot showing DARs in the motor cortex.

After stringent quality control and pre-processing, we obtained high-quality H3K27ac ChIP-seq data from the SN and motor cortex of nine rats (rotenone *n* = 5, vehicle *n* = 4) and RNA-seq data from 10 SN and 8 motor cortex samples from equal numbers of rats treated with either rotenone or vehicle (Fig. 1a). 

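H3K27ac ChIP-seq was performed on the SN and motor cortex of 9 rats, of which 5 received rotenone at 2.8 mg/kg and 4 received vehicle, daily for 21 days according to the results, with dissection 24 h after the last injection; the methods also describe daily dosing up to a behavioural endpoint. This gave 18 tissue samples. The sample labels list 2 sequencing lanes for 16 of them and 1 lane for the remaining 2, which are motor cortex rotenone replicates 5 and 6. All 4 runs of input DNA are labelled as motor cortex. The authors aligned the reads to mRatBN7.2 with Bowtie2, combined the reads of all rats of a region and called peaks with MACS2 against pooled input, so that there is 1 peak list per region and none per rat. Each list gives the chromosome, start, end and name of a peak, without a height, score, p-value or read count. Read depth per rat and the spread between rats could therefore not be computed from the lists. Differential acetylation is taken from Supplementary Tables 1 to 4, which hold the authors' edgeR results on their read counts, and these calls, fold changes and FDR values are the paper's. Each row was matched to the peak lists by chromosome, start and end. Overlaps between regions, peak widths and the tests given with them were computed from the lists with bedtools and scipy, with an overlap of at least 1 bp counted as shared. Positions are given in mRatBN7.2, counted from 1.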

On average, we obtained 32,790,067 sequencing reads per ChIP-seq sample (SD = 21,518,441) with no significant difference in read depth between the rotenone-exposed groups and controls (*p*-value = 0.54). In total we called 38,281 peaks in the SN and 80,763 in the motor cortex. 

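The pooled SN list holds 70744 peaks with a median width of 994 bp, covering 104.9 Mb. In the motor cortex, the list holds 80765 peaks with a median width of 1245 bp, covering 146.1 Mb. The interquartile range of widths ran from 539 to 1763 bp in the SN and from 702 to 2152 bp in the motor cortex. Peak names are numbered up to 148637 in the SN and 138713 in the motor cortex, and 47.6% and 58.2% of those numbers are present. The SN list includes 2 peaks on the mitochondrial chromosome. Restricting both lists to peaks of at least 1000 bp left 35176 peaks in the SN and 48630 in the motor cortex. The lists rest on reads pooled over rats, so these numbers have no replicate error.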

We observed widespread differences in active promoters and enhancers across both brain regions in response to rotenone, accompanied by corresponding changes in gene expression. In the SN, 874 peaks showed increased acetylation and 1216 showed reduced acetylation upon rotenone exposure (Supplementary Tables 1 and 2), with significant hypoacetylated peaks being more prevalent (3.18% vs 2.28%, 3.33 × 10^−14^, exact binomial test). 

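All 874 rows of Supplementary Table 1 and all 1216 rows of Supplementary Table 2 matched a peak of the SN list exactly. Hypoacetylated peaks made up 58.2% of these 2090 peaks (95% Wilson interval 56.1% to 60.3%, two-sided exact binomial test against an equal split, p = 7.7e-14). As shares of the deposited SN list, 1.72% of peaks were hypoacetylated and 1.24% were hyperacetylated. The binomial test treats peaks as independent and does not measure the spread between rats. Counting neighbouring peaks of one direction within 50 kb once left 885 hypoacetylated and 692 hyperacetylated regions (p = 1.29e-06). Leaving out the 10 windows of 2 Mb with the most differentially acetylated peaks lowered the hypoacetylated share most, to 55.2% (p = 6.31e-06). The differentially acetylated peaks were wider than the other listed SN peaks, which outnumber those the paper counts, with a median of 2482.5 bp for hyperacetylated and 1972 bp for hypoacetylated peaks against 969 bp (permutation test with 10000 draws, one-sided p = 1e-04 for both, the smallest value the draws can give).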

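All but 1 of the 4016 hyperacetylated peaks the paper gives were read from Supplementary Table 3, and each matched a motor cortex peak exactly. Of the 5213 rows of Supplementary Table 4, 5212 matched. The remaining row, annotated to Sesn3, has a start beyond its end and was left out. Together, 11.4% of the motor cortex list was differentially acetylated, and 56.5% of the 9227 matched peaks were hypoacetylated (95% Wilson interval 55.5% to 57.5%, two-sided exact binomial test, p = 1.11e-35). With neighbours within 50 kb counted once, the share was 58.7%. Here too, the p-value does not measure the spread between rats. Median widths were 1634 bp for hyperacetylated and 1734.5 bp for hypoacetylated peaks.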

In the motor cortex, 4016 peaks were hyperacetylated and 5213 were hypoacetylated upon rotenone exposure (Supplementary Tables 3 and 4), with 11.4% of the peaks showing differential acetylation and a higher frequency of hypoacetylation (*p*-value = 2.2 × 10^−16^, exact binomial test). Of note, two of the top hyperacetylated peaks in the SN were annotated to *BCL3:* a promoter peak (logFC = 1.61, *p* = 2.18 × 10^−^¹⁴) and an intronic peak (logFC = 1.71, *p* = 3.20 × 10⁻¹⁴) (Supplementary Fig. 2). 

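The Bcl3 promoter peak lies on chromosome 1 from 79484391 to 79487679 and the intronic peak from 79478544 to 79481302. They ranked 3 and 4 by p-value among the hyperacetylated SN peaks of the paper. Their widths of 3289 and 2759 bp placed them above 91.8% and 88.4% of the SN list. The promoter peak overlapped 2 motor cortex peaks, from 79485224 to 79485964 and from 79486420 to 79487619, and the intronic peak overlapped 1, from 79479046 to 79480109. All 3 motor cortex peaks are also listed as hyperacetylated, with reported log2 fold changes of 1.06, 0.91 and 0.90. The difference in fold change between the regions was not tested, since values for each rat were not used here.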

*BCL3*, a gene involved in immune signalling, has been implicated in late-onset Alzheimer’s disease and is linked to hyperinflammation in microglia^21^. Notably, *BCL3* was also one of the most overexpressed genes in the SN (logFC = 5.33, *p* < 4.42 × 1013) (Supplementary Table 5). Conversely, the top hypoacetylated peak in the SN was annotated to *MAT2B*, a gene involved in coenzyme metabolic processes, which has been found to be downregulated in patients with Lewy Body dementia^22^. 

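The peak annotated to Mat2b lies on chromosome 10 from 24322064 to 24322570, and the paper places it 797925 bp from the transcription start site of that gene. Its width of 507 bp exceeded 22.9% of the SN peaks. The paper's log2 fold change is -2.54 (FDR = 1.01e-15). No motor cortex peak overlapped it, which places it among the SN-unique peaks. Supplementary Table 4 assigns 3 hypoacetylated motor cortex peaks to the same gene, all at other positions, of which the nearest ends at 24076901.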

One of the strongest hyperacetylated signatures in the motor cortex was observed for *HIF3A*, a gene typically upregulated in response to hypoxia in the brain^23^, while *OLFM4*, a gene involved in regulating synaptic function and inflammation^24^, was found to be hypoacetylated.

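The Hif3a peak spans 77743075 to 77750549 on chromosome 1, includes the promoter, and ranked 4 among the hyperacetylated motor cortex peaks with a reported log2 fold change of 1.25 (FDR = 2.68e-10). The overlapping SN peak, from 77743023 to 77750464, is also listed as hyperacetylated, with a reported log2 fold change of 0.70 (FDR = 7.38e-05). For Olfm4, Supplementary Table 4 lists 2 hypoacetylated peaks on chromosome 15. The first, from 55412948 to 55414781, had a reported log2 fold change of -1.39, overlapped no SN peak and ranked 1 among the hypoacetylated peaks unique to the motor cortex. The other, from 55377065 to 55378958, had a reported log2 fold change of -0.73 and overlapped an SN peak that is not differentially acetylated.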

To reveal dysregulation in biological pathways upon exposure to rotenone, we investigated functional enrichments amongst differentially acetylated regions and differentially expressed genes using pathway enrichment analysis (Fig. 2). We identified several consistently altered pathways across both brain regions, including upregulation of GO terms “cellular response to peptide hormone stimulus” (SN; *p* = 3.11 × 10^−7^, motor cortex; *p* = 4.25 × 10^−15^) and “actin filament organization” (SN; *p* = 3.08 × 10^−7^, motor cortex; *p* = 1.62 × 10^−^^14^), which may indicate a response to mitochondrial dysfunction and associated damage to the axon and cytoskeleton^25^. However, not all pathways were consistent between brain regions. In the motor cortex, other enriched terms in the hyperacetylated peaks included those associated with epithelial cell migration (epithelial cell migration; *p* = 5.69 × 10^−15^, epithelium migration; *p* = 8.14 × 10^−15^) potentially representing activation of survival pathways in response to rotenone (Fig. 2c). In contrast, in the SN, pathways associated with oxidative stress (response to hydrogen peroxide; *p* = 1.55 × 10^−9^, response to reactive oxygen species; *p* = 4.57 × 10^−9^) were among the most enriched in the hyperacetylated peaks (Fig. 2a). The pathways also diverged in the hypoacetylated peaks. The SN showed downregulation of pathways associated with Wnt signalling (Wnt signaling pathway; *p* = 6.24 × 10^−6^, cell-cell signaling by wnt; *p* = 6.91 × 10^−6^) (Fig. 2b), while the motor cortex showed downregulation of pathways associated with regulation of neurogenesis (regulation of neurogenesis; *p* = 4.07 × 10^−16^) (Fig. 2d). The pathway enrichment analysis appears to show a stronger correlation between ChIP and RNA data in the SN compared to the motor cortex. For an overall assessment of the concordance between ChIP-seq and RNA-seq, we correlated logFC values between promoter-associated DARs and corresponding gene expression (Supplementary Fig. 3). We observed a significant correlation between ChIP-seq and RNA-seq data, with a stronger association in the SN samples (*R* = 0.57) compared to the motor cortex samples (*R* = 0.42). This indicates a general concordance between changes in H3K27 acetylation and gene expression.

**Fig. 2:**
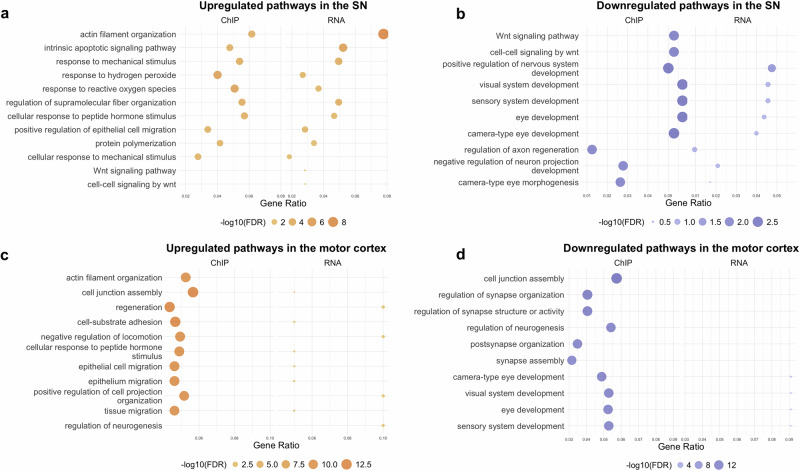
Pathway enrichment analysis reveals dysregulation of pathways linked to stress response and Wnt signalling in the SN, and hypoxia and synapse organisation in the motor cortex. Dot plots illustrating (**a**) upregulated pathways in the SN, (**b**) downregulated pathways in the SN, (**c**) upregulated pathways in the motor cortex, and (**d**) downregulated pathways in the motor cortex. Notably, there appears to be a stronger correlation between ChIP and RNA data in the SN.

### Transcriptomic analysis with RNA-seq supports gene regulatory responses identified from histone acetylation signatures

To complement the histone acetylation signatures seen in both regions exposed to rotenone with transcriptomic activity, we performed low coverage RNA-seq (average number of reads = 953,647, SD = 516,771) on ten samples from the SN per condition and eight samples from the motor cortex per condition. We identified widespread changes in the SN transcriptome, where 791 genes were upregulated and 652 downregulated (FDR range = 6.68 × 10^−13^–4.99 × 10^−2^, log2FC range = −3.62 to 7.65), following exposure to rotenone (Fig. 3a). In the motor cortex, 21 genes were found to be upregulated, and 13 genes were downregulated (FDR range = 6.15 × 10^−5^–4.38 × 10^−2^, log2FC range = −2.63 to 1.92) (Fig. 3b). To investigate whether genes were showing concerted expression changes across gene regulatory networks, we used weighted gene co-expression network analysis (WGCNA) to classify and analyse gene modules. These modules were then tested for differences in expression between the rotenone and control groups. In the motor cortex, only one gene module showed significant differential expression, whereas in the SN, seven modules were downregulated, and one was upregulated (Fig. 3c, d). Pathway enrichment analysis revealed that the downregulated module in the motor cortex was associated with a disturbance in cellular respiration as evidenced by enriched terms such as oxygen transport (*p* = 1.42 × 10^−8^), carbon dioxide transport (*p* = 4.65 × 10^−9^) and gas transport (*p* = 6.86 × 10^−8^). The decrease in peroxidase activity (*p* = 9.08 × 10^−5^) and oxidoreductase activity (*p* = 1.01 × 10^−4^), also points towards alterations in oxidative stress response mechanisms (Fig. 3e). In contrast, the most significantly downregulated module in the SN was associated with cellular respiration, with all terms referring to mitochondrial processes, for example, mitochondrial respiratory chain complex assembly (*p* = 7.49 × 10^−20^) and NADH dehydrogenase complex assembly (*p* = 7.12 × 10^−18^) (Fig. 3f). Meanwhile, a module upregulated in the SN pertained to protein synthesis, including terms like ribonucleoprotein complex binding (*p* = 1.84 × 10^−13^), ribosome biogenesis (FDR = 1.01 × 10^−9^) and regulation of translation (FDR = 3.56 × 10^−11^) (Fig. 3g). This is an intriguing observation as previous research has indicated a decrease in RNA translation in response to rotenone exposure and in fibroblasts of *LRRK2* G2019S PD patients^26^. Therefore, our data may suggest a compensatory RNA translation mechanism in response to rotenone.

**Fig. 3:**
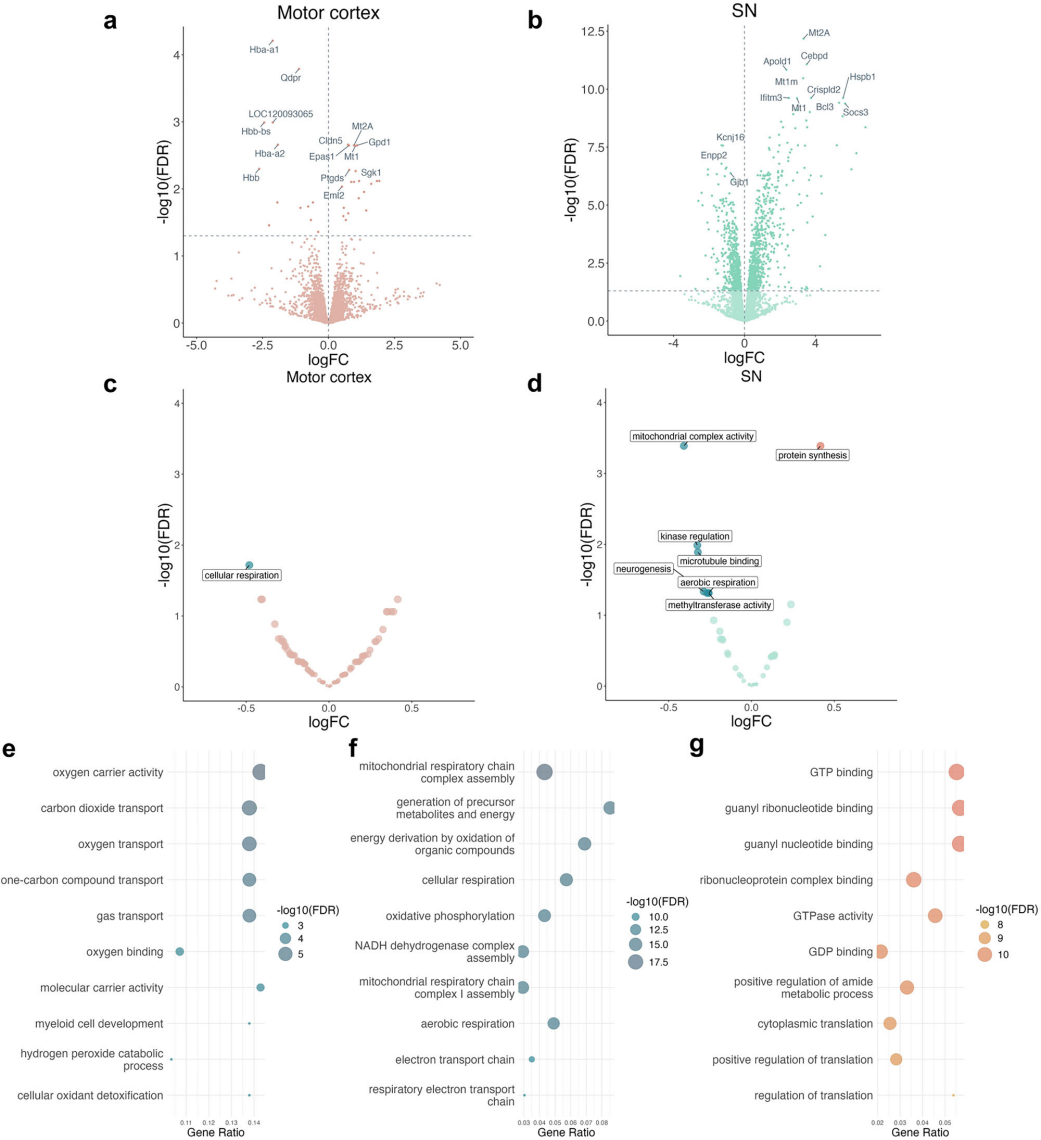
Gene co-expression network analysis reveals the upregulation of protein synthesis pathways and the downregulation of mitochondrial function-related gene modules in the SN. Volcano plot of differentially expressed genes in (**a**) the motor cortex and (**b**) the SN. Volcano plot of differentially expressed gene modules in (**c**) the motor cortex and (**d**) the SN. **e** Dotplot depicting enriched pathways in the downregulated module in the motor cortex. **f** Dotplot depicting enriched pathways in the most significantly downregulated module in the SN. **g** Dotplot depicting enriched pathways in the upregulated module in the SN.

### Differential acetylation patterns reveal unique rotenone-associated immune-related changes in the SN

To identify pathways unique to each brain region, we performed an overlap of all the peaks from the motor cortex and SN. 

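An overlap of at least 1 bp was found for 46192 of the 70744 SN peaks (65.3%) and for 44466 of the 80765 motor cortex peaks (55.1%), in 50733 pairs. The counts differ between regions because 4064 SN peaks overlapped more than 1 motor cortex peak and 4919 motor cortex peaks overlapped more than 1 SN peak. Shared peaks were wider than unique ones, with a median of 1362 against 572 bp in the SN and 1589 against 915 bp in the motor cortex. Requiring a reciprocal overlap of 50% left 29586 shared peaks in each region. Of the settings tried on both whole lists, this one moved the shared counts most.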

A total of 24,878 peaks were shared between the two brain regions (Fig. 4a, b). Among these shared peaks, the motor cortex exhibited 1,788 significantly hyperacetylated regions and 2224 significantly hypoacetylated regions (FDR range = 5.96 × 10^−9^–4.99 × 10^−2^, log_2_FC range = −2.53 to 1.41). In contrast, the SN showed 643 hyperacetylated peaks and 890 hypoacetylated peaks (FDR range = 2.72 × 10^−11^–4.99 × 10^−2^, log_2_FC range = −1.63 to 2.72). 

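Among the 44466 motor cortex peaks that overlap an SN peak, 2829 are hyperacetylated and 2885 hypoacetylated in the supplementary tables. The log2 fold changes the paper reports for these peaks run from -1.72 to 2.77, and their FDR values from 2.93e-12 to 0.05. A reciprocal overlap of 50% gave 1893 hyperacetylated and 1891 hypoacetylated shared peaks.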

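In the SN, 778 hyperacetylated and 922 hypoacetylated peaks overlapped a motor cortex peak. Their reported log2 fold changes run from -1.64 to 2.10 and their FDR values from 4.92e-11 to 0.0499. With a reciprocal overlap of 50%, the numbers were 613 and 726.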

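Differentially acetylated peaks of both regions overlapped in 764 pairs, made up of 700 SN and 747 motor cortex peaks. The direction was the same in 748 pairs, or 97.9% (95% Wilson interval 96.6% to 98.7%, which covers counting error only and treats pairs as independent). Both peaks were hyperacetylated in 259 pairs and both hypoacetylated in 489. In 13 pairs the SN peak was hyperacetylated and the motor cortex peak hypoacetylated, and in 3 pairs the reverse held. At an FDR under 0.01 in both regions, 253 of 254 pairs had the same direction. Both regions came from the same rats, so the pairs are not independent measurements of the exposure.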

Of the significant peaks (FDR < 0.05) in both SN and motor cortex, the direction of effect was the same for 80% of peaks. It should be noted there are more overall reads in the motor cortex than the SN, so there is more power to detect differences, which may account for the disparity in number of DARs between brain regions. Pathway analysis across consistently altered peaks in both brain regions re-confirmed upregulation of the pathway “cellular response to peptide hormone stimulus” (motor cortex; *p* = 8.69 × 10^−^^13^, SN; *p* = 4.33 × 10^−8^).

**Fig. 4:**
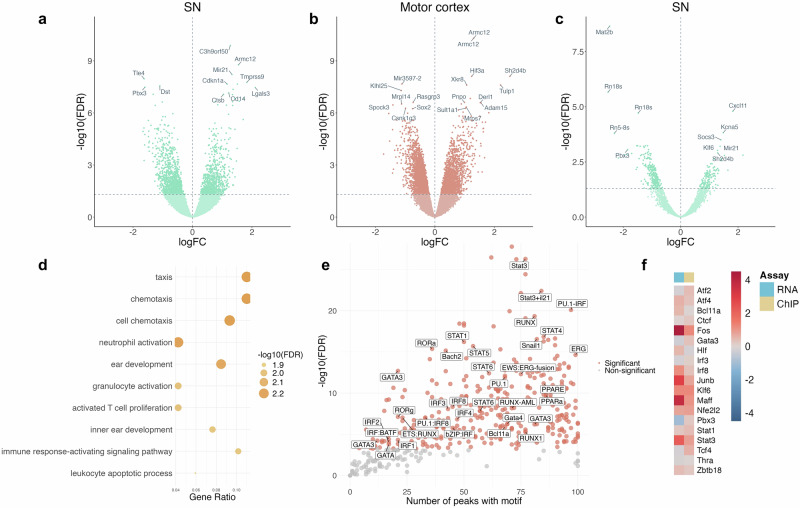
Immune genes show upregulation at both the transcriptional and epigenetic levels in the SN following exposure to rotenone. **a** Volcano plot of peaks shared between motor cortex and SN, with values specific to the SN shown. **b** Volcano plot of peaks shared between motor cortex, with values specific to the motor cortex shown. **c** Volcano plot of H3K27ac peaks unique to the SN. **d** Pathway enrichment of hyperacetylated peaks unique to the SN. **e** Motif analysis shows enrichment of immune motifs (labelled) in hyperacetylated peaks in the SN. **f** Heatmap showing log fold change for corresponding H3K27 acetylation and gene expression of immune-related transcription factors. Stars indicate significant log fold change (FDR < 0.05).

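No motor cortex peak overlapped 24552 of the SN peaks by 1 bp. Counting peaks up to 1 kb apart as shared left 19088 such peaks, and restricting both lists to peaks of at least 1000 bp left 8147. Requiring a reciprocal overlap of 50% went the other way and gave 41158.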

When looking at the peaks unique to each brain region, 5205 peaks were found to be unique to the SN. Of these, 136 were hyperacetylated and 250 were hypoacetylated (Fig. 4a). 

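Among the SN peaks without an overlapping motor cortex peak, 96 were hyperacetylated, or 11.0% of the hyperacetylated SN peaks, and 294 were hypoacetylated, or 24.2% of the hypoacetylated SN peaks. These numbers depended on the overlap that counts as shared: requiring a reciprocal overlap of 50% gave 261 and 490. At an FDR under 0.01, which leaves fewer peaks to count, they were 25 and 182. The unique hypoacetylated peaks were crowded: 152 of the 294 (51.7%) lay in 7 windows of 2 Mb that each hold at least 10 hypoacetylated SN peaks, and 142 lay elsewhere.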

Intriguingly, there were several hyperacetylated pathways that were uniquely enriched in the SN in response to rotenone exposure (Fig. 4b). These pathways were associated with the immune response, including chemotaxis (*p* = 5.77 × 10^−^^6^), activated T cell proliferation (*p* = 2.74 × 10^−5^), leukocyte apoptotic process (*p* = 6.00 × 10^−5^) and myeloid leukocyte activation (*p* = 7.29 × 10^−5^). These findings suggest a heightened immune and cellular activation response associated with rotenone exposure, which seems to be unique to the SN. These findings are consistent with published reports demonstrating rotenone induced SN inflammation^27^. 

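Of the 778 hyperacetylated SN peaks with an overlapping motor cortex peak, 239 overlapped one that is also hyperacetylated, 10 overlapped a hypoacetylated one and no hyperacetylated one, and 529 overlapped only peaks without differential acetylation. A lack of a call in one region does not show that the regions differ, and the difference between them was not tested. From pathways enriched among the hyperacetylated peaks unique to the SN, the paper proposes a heightened immune and cellular activation response that seems to be unique to this region. Those enrichments were not recomputed.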

T-cell activation is particularly interesting, given that in PD, autoimmune responses by T cells to α-syn are strongest in the earlier stages of disease and are gone 10 years after diagnosis^28^. Chemotaxis also implies an immune response wherein microglia migrate towards the site of inflammation in response to cytokines^29^. Furthermore, we identified a peak annotated to *CXCL11* among the top hyperacetylated peaks unique to the SN. 

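The peak annotated to Cxcl11 without an overlapping motor cortex peak lies on chromosome 14 from 15659933 to 15662326, annotated by the paper as intronic at a distance of -27106 bp from the transcription start site of that gene. It ranked 1 by p-value among the 96 hyperacetylated peaks unique to the SN, with a reported log2 fold change of 1.77 (FDR = 5.04e-06). A neighbouring hyperacetylated peak assigned to the same gene, from 15657307 to 15659321, overlapped a motor cortex peak from 15659155 to 15659713 that is not differentially acetylated.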

*CXCL11* is a cytokine, which is known for its chemotactic properties for activated T cells^30^.

To further our understanding of the upstream regulators of the rotenone response, we performed transcription factor motif enrichment analysis using HOMER on significantly hyper- and hypoacetylated peaks SN (Fig. 4c and Supplementary Tables 6 and 7). Strikingly, and in agreement with the observed pathway enrichments, regions within the SN exhibiting increased acetylation were found to be enriched with immune-related transcription factor motifs. This included PU.1, the IRF family, RUNX1, the STAT family, GATA3, and IL-21. This result suggests heightened activity of transcription factors that regulate immune function in the SN of rotenone-exposed rats. Using a gene list of transcription factors involved in immune function and differentiation^31^, we identified which motifs were immune related and examined whether their corresponding genes showed differential expression or acetylation in the SN (Fig. 4d). Concordant changes in both gene expression and binding sites could indicate biological relevance, while the expression signature may help distinguish the binding patterns of these transcription factors, despite their overlapping motifs. We found that the majority of transcription factors (including *Fos*, *Irf8, Stat3* and *Maff*) showed both increased expression and elevated H3K27ac levels (Fig. 4e). 

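Of the 19 transcription factors in Fig. 4f, 6 have at least 1 hyperacetylated SN peak assigned to them in Supplementary Table 1: Fos, Junb, Klf6, Maff, Nfe2l2 and Stat3. Pbx3 and Tcf4 have only hypoacetylated SN peaks, and the other 11, which include Irf8, appear in neither SN table. The Fos promoter peak, on chromosome 6 from 105118714 to 105122480, had a reported log2 fold change of 0.69 in the SN and overlapped a motor cortex peak that is hypoacetylated. Another hyperacetylated SN peak assigned to Fos, from 105195082 to 105196138, had a reported log2 fold change of 1.17. It overlapped a motor cortex peak that is also hyperacetylated, with a reported log2 fold change of 1.64. A further one, from 105146470 to 105148262, overlapped a motor cortex peak without differential acetylation. The Stat3 promoter peak lies on chromosome 10 from 85861508 to 85864350 and the Maff promoter peak on chromosome 7 from 110911354 to 110913427, and both overlapped a motor cortex peak that is also hyperacetylated. For Irf8, Supplementary Table 4 lists 2 hypoacetylated motor cortex peaks on chromosome 19, from 48790630 to 48793137 and from 48796333 to 48797051, with reported log2 fold changes of -0.59 and -0.78, and each overlapped an SN peak without differential acetylation. Expression of these factors was not analysed here.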

*Irf8* is particularly interesting in the context of PD: Knock-down of *IRF8* has been shown to alleviate neuroinflammation and behavioural deficits in a MPTP mouse model of PD. This suggests that IRF8 may be a critical mediator of inflammatory processes driving neurodegeneration in PD^32^.

Expanding on the immune response observed in the SN following rotenone exposure, we identified the complement system as upregulated in both epigenomic and transcriptomic analyses (Fig. 5). The complement system, a crucial part of the innate immune response, is responsible for recognizing and clearing dying cells^33^. It has also been implicated in abnormal synaptic pruning in brain region-specific models of AD, where inhibition of C1q rescues synaptic loss. In this study, the SN of exposed rats showed cumulative hyperacetylation of 56 genes previously reported to be involved in the complement system (Fig. 5a)^34^. 

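Supplementary Table 8 gives 18 SN peaks assigned to 12 complement-related genes, and all 18 matched the SN list exactly. The paper's log2 fold change is above 0 for 14 of them, and 6 are hyperacetylated. By position, 14 of the 18 overlapped a motor cortex peak, including 4 of the 6 hyperacetylated peaks. As the table covers fewer genes than Fig. 5a, the gene set was not tested.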

Of note the A-, B- and C-chains of complement component q1 (C1q) of the classical complement pathway are upregulated both at the level of gene expression (Fig. 5b) and acetylation in the SN but not motor cortex of rotenone-exposed rats (Fig. 5c and Supplementary Table 8).

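The C1q genes lie together on chromosome 5, where 9 SN peaks and 7 motor cortex peaks are listed. Among the SN peaks, 5 are hyperacetylated. The first C1qb peak, from 149122085 to 149124344, had a reported log2 fold change of 1.43 (FDR = 2.4e-05). It overlapped a motor cortex peak from 149122473 to 149124352, which Supplementary Table 3 also lists as hyperacetylated for C1qb, with a reported log2 fold change of 0.44 (FDR = 0.0489). The second C1qb peak, from 149124590 to 149125529, overlapped a motor cortex peak without differential acetylation, as did the peak at the C1qc transcription start site, from 149128660 to 149131064. The C1qa promoter peak, from 149133536 to 149136488, overlapped 2 such motor cortex peaks. The C1qc peak from 149127559 to 149128451 had the highest reported log2 fold change of the 5, 2.14, and overlapped no motor cortex peak. Gene expression was not analysed here.

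**Figure D1:**
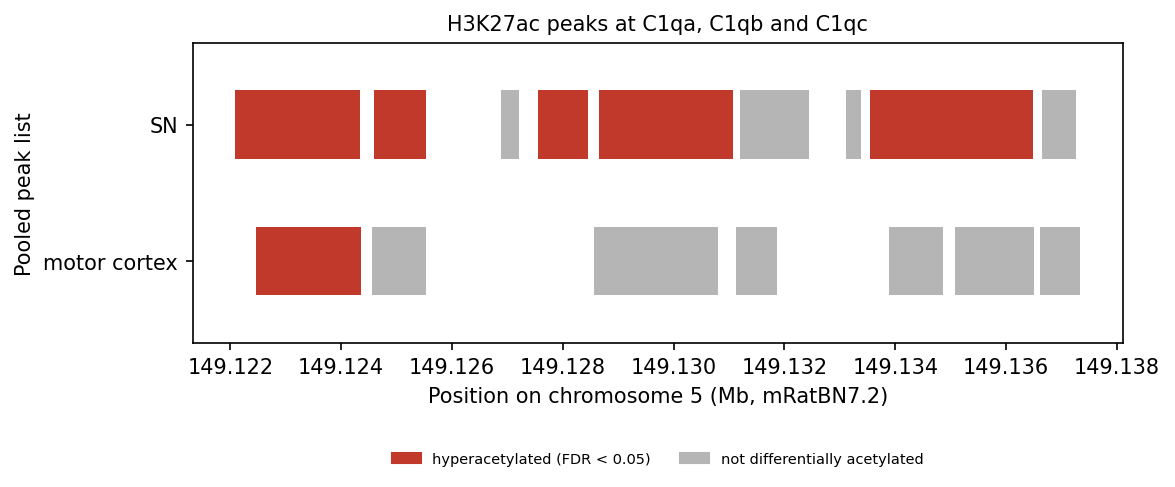
Peaks of the pooled SN and motor cortex lists at C1qa, C1qb and C1qc along chromosome 5 of mRatBN7.2, with position in Mb on the horizontal axis and 1 row per region. Bars are peaks, coloured by the call in the supplementary tables of the paper; 5 of the 9 SN bars and 1 of the 7 motor cortex bars are hyperacetylated.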

**Fig. 5:**
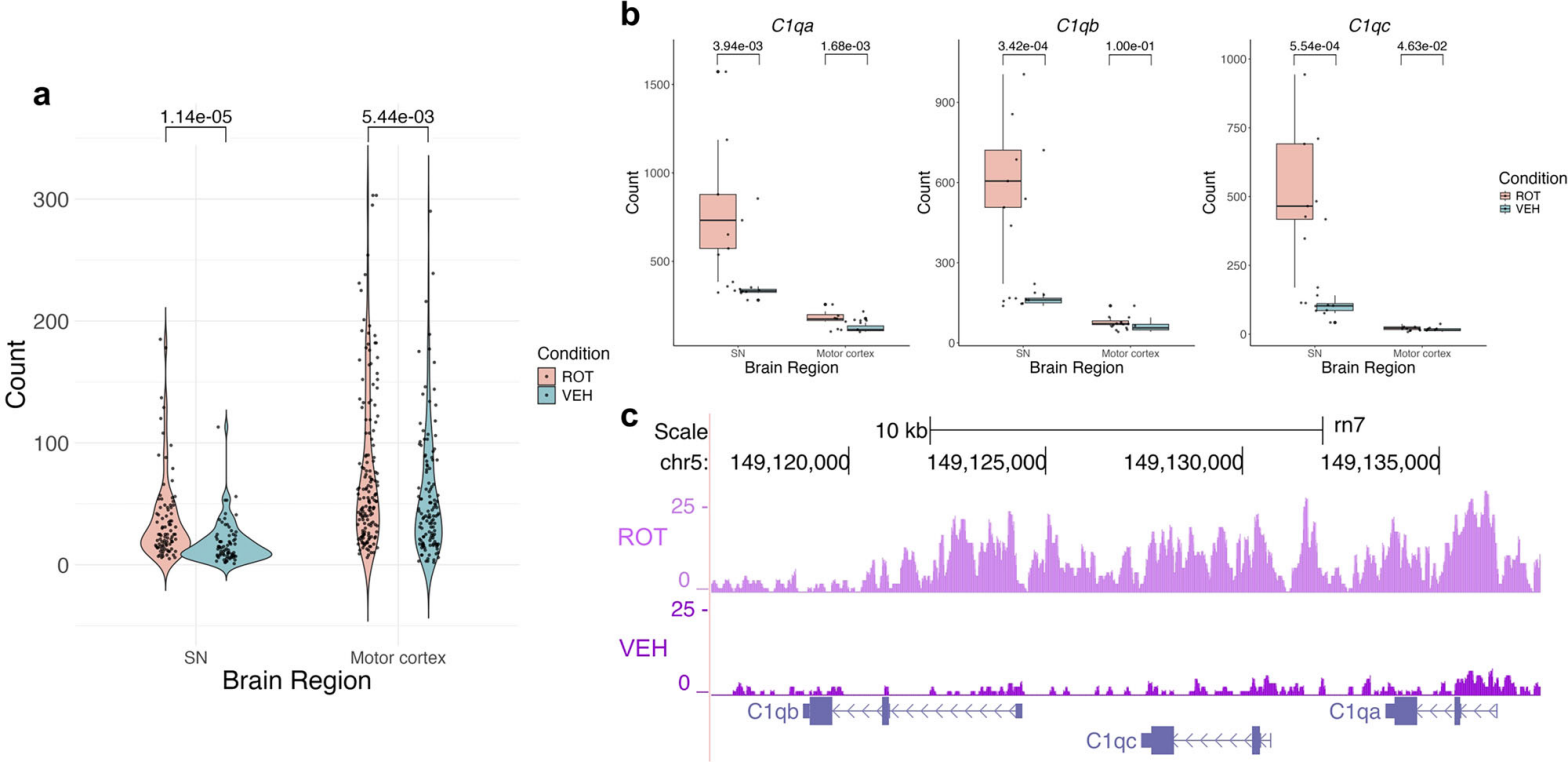
Upregulation of the complement system genes in the SN following rotenone exposure. **a** Violin plot showing increased acetylation of complement system genes in the SN and motor cortex of rotenone-treated samples. **b** Boxplot displaying elevated gene expression of the A-, B- and C-chains of C1q in the SN of the rotenone-treated group. **c** Genome browser track showing higher H3K27ac signals in C1q chain genes in rotenone samples compared to controls.

To confirm that the rotenone-induced immune response observed at the gene level stemmed primarily from activated microglia within the SNpc, we performed immunohistochemistry using a separate cohort of rats dosed with rotenone or vehicle. Tissue was stained for Iba1 to identify microglia, CD68, a lysosomal protein that is upregulated in reactive microglia while they are actively phagocytic and TH for dopaminergic neurons (Fig. 6A). SNpc samples from rotenone-exposed rats showed a higher density of reactive microglia, quantified by the number of CD68+ microglia (Fig. 6B). The surface area of these reactive microglia (Iba+/CD68+) within the SN was significantly larger in rats treated with rotenone in comparison to rotenone treated rats (Fig. 6C).

**Fig. 6:**
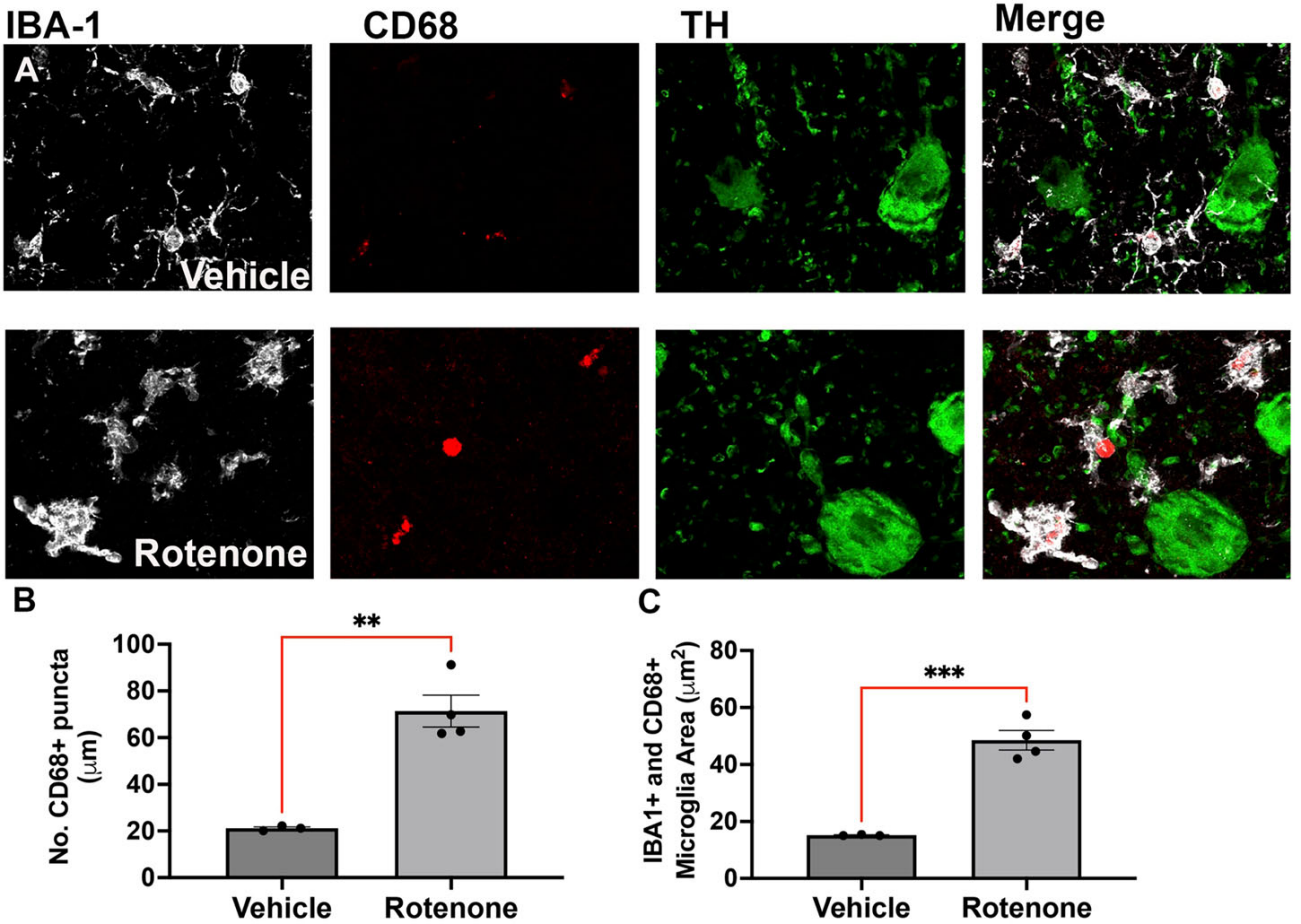
Chronic rotenone exposure causes neuroinflammation in the substantia nigra pars compacta. **A** Nigrostriatal microglial reactivity was assessed by immunohistochemistry using specific markers; Ionized calcium binding adaptor molecule 1 (Iba1; white) for microglia, cluster of differentiation 68 (CD68; red) for reactive microglia, and tyrosine hydroxylase (TH; green) for dopamine neurons of aged rats treated with 21 doses of rotenone. We found that rotenone increased both the number (**B**) and the size (**C**) of the CD68+ reactive Iba1+ microglia within the SNpc. Each data point represents a separate animal. Data was analyzed using an unpaired *t*-test, ** *p* < 0.001, *** *p* < 0.0001.

### Epigenetic analyses highlight synaptic dysregulation in motor cortex following rotenone exposure

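In the motor cortex, 36299 peaks had no SN peak overlapping them by 1 bp. They include 1186 hyperacetylated peaks, or 29.5% of the hyperacetylated motor cortex peaks read, and 2327 hypoacetylated peaks, or 44.6% of the hypoacetylated ones matched. With a reciprocal overlap of 50%, 2122 hyperacetylated and 3321 hypoacetylated peaks were unique, and at an FDR under 0.01, which leaves fewer peaks to count, 452 and 953. Merging the peaks of each region across gaps of up to 1 kb first left 24955 unique regions. Limiting both lists to the wider 50% of peaks changed the total count of 36299 most, to 16535.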

We identified 36,296 acetylation peaks unique to the motor cortex, including 1394 hyperacetylated and 1655 hypoacetylated peaks (Fig. 7a). Unlike in the SN, pathways enriched in motor cortex-specific acetylation peaks suggest dysregulation of synaptic genes following rotenone exposure. Both hyper- and hypoacetylated regions are associated with processes such as synapse assembly (hyper; *p* = 2.61 × 10^−^^10^), regulation of synapse organisation (hypo; *p* = 1.90 × 10^−^^11^), and postsynapse organisation (hypo; *p* = 5.98 × 10^−^^11^) (Fig. 7b).

**Fig. 7:**
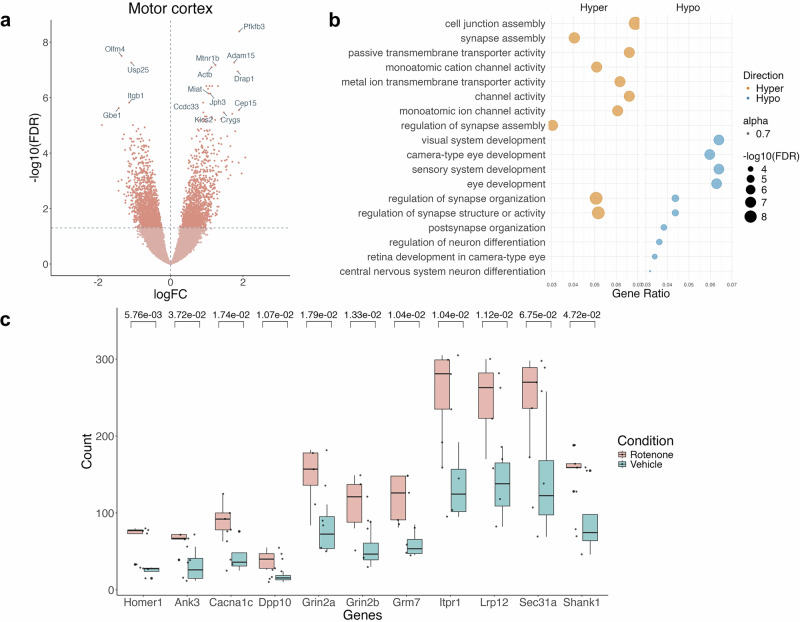
Dysregulation of synaptic pathways in the motor cortex upon exposure to rotenone. **a** Volcano plot of H3K27ac peaks unique to the motor cortex. **b** Pathway enrichment of hyper- and hypo- acetylated peaks unique to the motor cortex. **c** Box plots showing hyperacetylation of Homer1 and its known interactors in the motor cortex, showing the most significant peak for each gene.

Among these hyperacetylated genes are *HOMER1, GRIN2B* and *SHANK1*, which are known to interact^35,36^. 

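Supplementary Table 3 assigns 4 hyperacetylated motor cortex peaks to Homer1, all in intron 1 on chromosome 2 and none overlapped by an SN peak. They run from 24550098 to 24552678, from 24553033 to 24555128, from 24556210 to 24557161 and from 24557654 to 24560508, with reported log2 fold changes of 0.58, 0.56, 0.91 and 0.37. The peak at the Homer1 transcription start site, from 24535909 to 24545600, is listed in Supplementary Table 4 as hypoacetylated, with a reported log2 fold change of -0.42 (FDR = 0.00106), and overlapped 3 SN peaks without differential acetylation. Grin2b has 1 hyperacetylated peak, from 168924797 to 168926572 on chromosome 4, and 2 hypoacetylated peaks, and no SN peak overlapped any of them. Shank1 was not found in the rows read, of which 1 is lacking and in which some gene names are not read reliably.

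**Figure D2:**
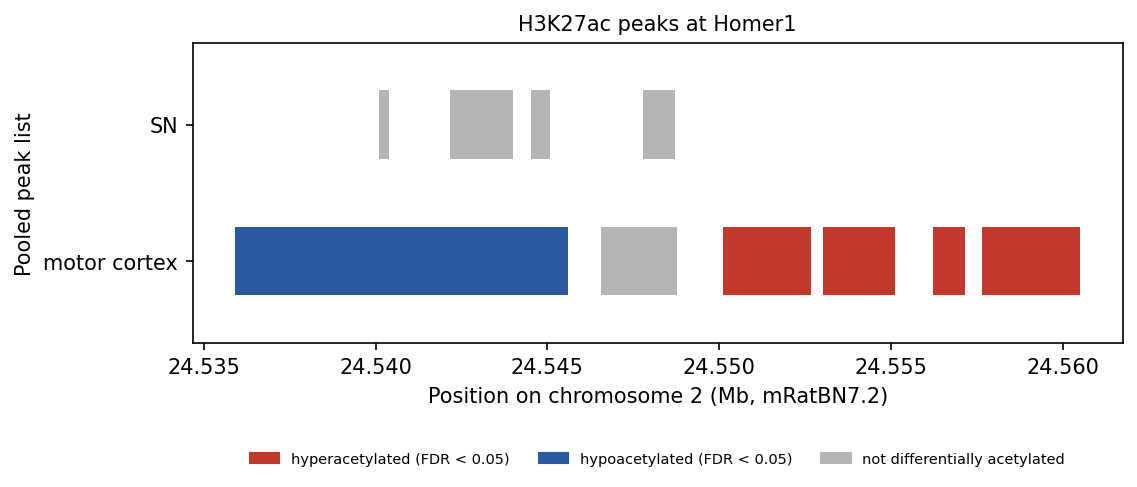
Peaks of the pooled SN and motor cortex lists at Homer1 along chromosome 2 of mRatBN7.2, with position in Mb on the horizontal axis and 1 row per region. Bars are peaks, coloured by the call in the supplementary tables of the paper; the motor cortex row shows 1 hypoacetylated and 4 hyperacetylated bars, and the 4 SN bars are not differentially acetylated.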

HOMER1 directly binds to GRIN2B, and its hyperacetylation may enhance this interaction, potentially leading to dysregulation of NMDA receptor activity, a pathway implicated in excitotoxicity. Moreover, HOMER1 scaffolds with SHANK1 at excitatory synapses, where it plays a critical role in maintaining dendritic spine integrity. The hyperacetylation of *HOMER1* may stabilise these synaptic complexes in response to rotenone-induced stress, serving as a compensatory mechanism.

However, given HOMER1’s broader role in synaptic protein networks, particularly through its interactions with proteins containing the Homer1-binding PPXXF motif, such as ankyrin-G^36^, hyperacetylation could excessively stabilise these complexes. This may drive overactive excitatory signalling, further contributing to excitotoxicity, a well-known mechanism linked to PD progression^37^. 

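Of the 11 genes shown in Fig. 7c, Homer1 included, 8 have at least 1 row in the motor cortex tables, with 18 hyperacetylated and 4 hypoacetylated peaks between them. An SN peak was absent at 12 of the 18 hyperacetylated peaks. Ank3, which encodes ankyrin-G, had 7 hyperacetylated peaks, of which 6 overlapped SN peaks, all without differential acetylation. Supplementary Table 1 assigns 1 hyperacetylated SN peak to the same gene. That peak, from 18869378 to 18870431 on chromosome 20, overlapped no motor cortex peak. Grm7 had 2 hyperacetylated motor cortex peaks, both without an SN peak. Cacna1c, Grin2a, Itpr1 and Dpp10 had 1 each, also without an SN peak, and Dpp10 had a hypoacetylated peak as well. No row was found for Lrp12 and Sec31a, or for the remaining gene, Shank1.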

Supporting this, we also observe hyperacetylation in genes encoding postsynaptic proteins that contain the PPXXF motif and are known to bind HOMER1 (Fig. 7c).

Importantly, several of these genes have been previously implicated in PD. *HOMER1* has been linked to psychotic symptoms in PD through genetic mutations^38^, while *GRIN2B* polymorphisms have been associated with impulse control behaviours in PD^39^. Additionally, other genes that interact with Homer1 have been associated with PD, including *CACNA1C*^40^, *GRIN2A*^41^, *SEC31A*^42^, *LRP12* and *SHANK1*^43^.

## Discussion

Rotenone is a pesticide, also readily used to control nuisance fish populations, and serves as a well-established agent for inducing PD-like symptoms and pathology in rat models. To induce a Parkinsonian phenotype in rats, the toxin is administered systemically (intra-peritoneal cavity) and inhibits mitochondrial complex I uniformly throughout the brain. Strikingly, rotenone causes selective DA neurodegeneration in the SN despite reaching other DA populations^27^. The underlying mechanism responsible for this selective vulnerability is not clear, therefore we sought to better understand rotenone-induced epigenetic and transcriptomic changes in the SN. Identifying the source of this selective vulnerability will provide insight into the underlying causes of PD and may identify new therapeutic avenues. In this study, we quantified levels of histone acetylation (H3K27ac) and gene expression in the SN and motor cortex of rats exposed to rotenone, revealing widespread variation in both assays.

Consistent with known mechanisms implicated in rotenone toxicity, our findings underscore oxidative stress and mitochondrial impairment as core elements of its neurotoxic effects^27,44^. Oxidative stress and mitochondrial dysfunction can exacerbate each other, contributing to a cascade that impairs neuronal survival and function^45^. In line with this, differential H3K27 acetylation analysis identified genes implicated in oxidative stress, as upregulated in both the SN and motor cortex. Mitochondrial dysfunction is strongly reflected in our transcriptomic data, which shows downregulation of gene modules linked to mitochondrial function and cellular respiration, as identified through WGCNA. The gene expression changes we observed in both the motor cortex and SN are consistent with previous findings, further supporting the downregulation of mitochondrial pathways. For example, rotenone exposure in induced pluripotent stem cell-derived DA neurons led to a reduction in oxidative phosphorylation-related genes, as shown by single-cell RNA-seq^46^. Mitochondrial dysfunction and oxidative stress have also been noted in extra-nigral areas such as the striatum and cortex^47^. Additionally, another study found upregulation of oxidative stress genes across various tissues, including the brain^48^. In our data, oxidative stress pathways were especially enriched in the SN, suggesting a potential role in DA neuron loss in this region. This is notable as it underscores a differential gene-level response to oxidative stress between the motor cortex and SN. While oxidative stress and mitochondrial dysfunction are well-established mechanisms of rotenone neurotoxicity, our study demonstrates that these processes are regulated at the epigenetic level, particularly through alterations in histone acetylation. The brain region-specific differences in H3K27ac signatures suggest that epigenetic modifications may contribute to the selective vulnerability of the SN.

We also observed an upregulation of gene expression of genes involved with protein synthesis in the SN, particularly those related to translation initiation and ribosome assembly. This may represent a cellular attempt to counteract protein synthesis inhibition caused by rotenone exposure, suggesting a compensatory mechanism aimed at maintaining protein synthesis under stress conditions^49^. Indeed, such an effect has been observed in iPSC-derived dopaminergic neurons exposed to rotenone, leading to an upregulation of genes involved in translation and ribosome structure^46^.

Of note, epigenetically upregulated genes in the SN showed enrichment in immune response pathways, while this response was not observed in the motor cortex. We confirmed microglial activation and reactivity by immunohistochemistry in a separate cohort of rats. This is consistent with previous evidence demonstrating heightened immune response in the SN, as indicated by highly reactive microglia^50^. Rotenone has been shown to trigger a midbrain-restricted inflammatory response, with heightened expression of glial markers observed only in the nigra, and not in extra-nigral regions in rodent models^17,27,47^. The immune response in PD has been recognized since the 1920s, initially observed through an increase in the number of reactive microglia^51^. Post-mortem brain samples of PD patients have revealed increased levels of the pro-inflammatory cytokine TNF-α and the T cell-associated chemokines CXCL12 in the SN, preceding the loss of DANs^52^, a pattern that aligns with our observations of H3K27ac in rotenone-exposed rats. In a rotenone mouse model, specific microglial activation in the SN was observed in response to rotenone, although the cortex, striatum, and globus pallidus did not exhibit a corresponding increase in immune activity^27^. Our data suggests that the immune response may be driven by the variety of immune related transcription factors identified by the motif analysis, including the STAT family, IRF8 and PU.1. Although additional validation is warranted to confirm their specific roles in rotenone-induced neurotoxicity, their enrichment in our dataset suggests that they may serve as key mediators of the selective inflammatory response observed in the SN. Importantly, these findings raise the possibility that targeting epigenetic modifications or transcription factors regulating immune activation could provide a novel therapeutic strategy for PD. An example of such an approach has already been demonstrated, where knockdown of IRF8 ameliorated neuroinflammation and neurotoxicity-associated deficits in an MPTP model of PD^32^. This supports the idea that modulating specific transcriptional regulators may mitigate dopaminergic neuron loss and suggests that further exploration of transcription factor-targeted interventions in rotenone models is warranted.

We also observed a striking, nigra-specific upregulation of both acetylation and expression of *C1QA*, *C1QB* and *C1QC*, key components of the classical complement pathway, suggesting an enhanced inflammatory response in this region. Complement activation has been previously linked to PD and PD models. In vivo, α-syn preformed fibril and A53T α-syn transgenic mouse models show upregulation of the complement cascade, particularly C3, compared to controls^53^. In vitro studies have demonstrated that α-syn directly activates the classical complement pathway, which mediates α-syn-dependent cytotoxicity^54^. In humans, complement activation has been shown to occur on Lewy bodies and melanised neurons in the SN. Specifically, early complement activation (shown by iC3b) is increased on melanised neurons in PD compared to age-matched controls^55^. Additionally, C1q is upregulated in PD SNpc microglia, where it is hypothesised to mediate phagocytosis and clearance of debris from degenerating neurons^56^.

In contrast, analysis of cortical H3K27ac data indicated alterations in synapse function. While limited research exists on the response to rotenone in the motor cortex, a study demonstrated that primary cortical cells exposed to rotenone showed impaired axonogenesis^57^. Another study using neocortical neurons treated with rotenone revealed mitochondrial dysfunction and an increase in apoptotic genes^58^. Our data underscore the necessity for further investigations in the motor cortex, given the significant alterations we observed, particularly of synaptic pathways at the epigenetic level. Furthermore, cortical pathology is evident in PD patients, including cortical atrophy and reduced synaptic density, which progresses from the SN to cortical regions as the disease advances^59,60^, mirroring observations in the cortex ChIP-seq data. Pathway analyses of altered histone acetylation following rotenone exposure suggest that rotenone-associated synaptic dysfunction may be regulated at least partially at the epigenetic level.

Our study is subject to several limitations that warrant consideration. Firstly, there is an imbalance in sequencing depth between the ChIP-seq and RNA-seq samples. While the ChIP-seq samples were sequenced at a depth of 30 million reads, the RNA-seq samples were sequenced at a depth of only 5 million reads per sample. This discrepancy in sequencing depth may have led to the underrepresentation of certain transcripts in the RNA-seq data, potentially reducing our ability to fully characterise the underlying transcriptional mechanisms associated with rotenone toxicity. In light of this, we performed primary analyses on the H3K27ac ChIP-seq data and used the low-coverage gene expression to contextualise and interpret results observed at the epigenetic level. Of note, while we detected more DARs in motor cortex, the ChIP-seq data had higher read coverage in the motor cortex compared to the SN, increasing our power to detect differentially acetylated regions and could partially explain the different number of DARs between the two brain regions. Secondly, the use of bulk tissue genomic techniques provides an averaged view of histone acetylation and gene expression across the constituent cell types under investigation. This approach may obscure potential cellular heterogeneity within the sampled tissue, limiting our ability to detect subtle changes in gene regulation that may be specific to certain cell types or subregions. Of particular relevance in this context are dopaminergic neurons and microglia, both of which occur at low proportions in the surveyed brain regions. In this context, it is of note that we are able to detect a strong SN-specific immune response in the bulk tissue samples. Additionally, the relatively small number of samples used in our study may have impacted the statistical power of our findings. While the rotenone rat model is well-established, we acknowledge that no single model can recapitulate human disease. Advances in machine learning for cross-species translation of genomic results, are promising in this regard^61^. Finally, our study focused on H3K27ac as a marker of active enhancers, given its well-documented enrichment in the gene regulatory regions of genes implicated in neurodegenerative diseases, such as Alzheimer’s disease^18,62^. However, it is important to acknowledge that other epigenetic mechanisms, such as DNA methylation or histone methylation, could also play a role in mediating the effects of rotenone on gene expression and neuronal function. Future studies incorporating a broader range of epigenetic markers may provide a more comprehensive understanding of the molecular mechanisms underlying rotenone-induced neurotoxicity.

Our study provides compelling evidence that cellular response to rotenone is not only characterized by oxidative stress and mitochondrial dysfunction but is epigenetically regulated in a brain-region-specific manner. By integrating histone acetylation and transcriptomic signatures, we identify a distinct transcriptional program in the SN, characterised by enhanced immune activation and complement cascade upregulation. These findings suggest that targeting transcription factors such as STATs, IRF8 and PU.1, or modulating epigenetic marks like H3K27ac, could represent novel therapeutic strategies for PD. Future studies incorporating pharmacological or genetic manipulation of these regulatory pathways could provide deeper insights into their role in PD pathogenesis and therapeutic potential.

## Methods

### Rotenone rat generation

Retired breeder male Lewis rats were purchased from Envigo and single housed for experimental procedures. Animals were allowed to acclimate for 2-weeks and handled for an additional 1-week prior to experimentation. Animals were housed in standard conditions in a dark/light cycle of 12 h, with *ad libitum* access to food and water. Rats were randomly assigned to each experimental group and all experimental analysis were carried out blinded. All animal procedures were performed in accordance with National Institute of Health guidelines and were approved by the Institutional Animal Care and Use Committee (IACUC) at University of Pittsburgh.

Male Lewis rats aged 8–10 months received a single daily interperitoneal (i.p.) injection of 2.8 mg/kg of rotenone resuspended in 2% DMSO, 98% Miglyol 812 N as previously described^6^. Rats received daily rotenone dosing until they reached their behavioral endpoint. Endpoint for each animal is defined as a rat’s inability to successfully perform the postural instability test or 25% body mass was lost as previously described^6^. Animals were terminally anaesthetized using 0.3 mg/kg pentobarbital, followed by transcardial perfusion with 25 ml phosphate-buffered 0.9% saline (PBS). For ChIP-seq experiments, five rats were exposed to rotenone and four rats were in the control group for both brain regions. In each treatment group for RNA-seq experiments of the SN, there were 10 rats, while for the motor cortex, there were eight rats per treatment group. 24 h after the final rotenone injection, rats were perfused using a saline-buffered solution. The motor cortex and SN were microdissected and immediately placed on dry ice.

### Striatal TH terminal intensity

Serial striatal brain sections (every 6th section) were stained for TH and analyzed using near-infrared imaging for density of dopamine neuron terminals (LiCor). Regions of interest (ROI) were drawn around the dorsal lateral region of the striatum and the average intensity for each striatal section was recorded using Odyssey software (V3.0).

### Microglia reactivity

Animals were terminally anaesthetized using sodium pentobarbital (PB) and perfused transcardially with 25 ml phosphate-buffered 0.9% saline (PBS). Brains were removed, sagittal dissection down the midline, ½ brain post-fixed in ice-cold 4% paraformaldehyde in phosphate buffer for 48 h at 4 °C and placed in 30% sucrose. 35 μm thick free-floating sections were collected using a microtome and stored at −20 °C in cryoprotectant until use. Tissue sections were stained free-floating and mounted onto Superfrost Plus glass slides (Fisher, 12–550-15). Fluorescent images were taken using an Olympus BX61 confocal microscope and Fluoview 1000 software (Melville, NY). A negative control (secondary antibody only) slide was prepared to subtract the background fluorescence. Imaging parameters were monitored to ensure that images were above background level and below pixel saturation. For quantitative comparisons between groups, all imaging parameters (e.g., laser power, exposure, and pinhole) were held constant across specimens. Confocal images were captured using a UPlansApo 60×/1.35 oil objective lens. A minimum of 3 images per tissue section and 3 tissue sections per animal were used for each analysis. See Table 1 for a list of antibodies used.

**Table. 1:** Antibody list for confocal imaging

Antibody	Catalogue No.	Vendor	Concentration
Iba-1	Ab5076	Abcam	1:1000
CD68	MCA341GA	BioRad	1:500
TH	AB152	Millpore	1:2000

Confocal images were analyzed using Nikon NIS-Elements Advanced Research software (Version 4.5, Nikon, Melville, NY). Standard threshold parameters were set up for each analysis and used to identify each puncta or ‘objects’. The number of CD68 objects (# of objects) were collected within each Iba1-positive cell body within the substantia nigra and averaged across each image and animal.

### Nuclei isolation for ChIP-seq

Nuclei isolation from rat midbrain and cortical tissue was performed following a previously published protocol with slight modifications^63^. Briefly, fresh frozen brain tissue weighing approximately 2–10 mg was homogenised using a Kimble Dounce tissue grinder in 1% formaldehyde in phosphate buffered saline (PBS). To quench the fixation, glycine was added at a final concentration of 0.125 M. The homogenate was then pelleted at 1100 × *g* for 5 min at 4 °C. Subsequent steps were carried out on ice or at 4 °C. The homogenates were washed twice with NF1 buffer (10 mM Tris-HCl pH 7.4, 1 mM EDTA pH 8.0, 5 mM MgCl_2_, 0.1 M sucrose, 0.5% (vol/vol) Triton X-100) and then incubated in 5 mL of NF1 buffer for 30 min. The homogenates were passed through a 70-μm cell strainer. Homogenates were underlaid with a 1.2 M sucrose cushion (1.17 M sucrose, 10 mM Tris-HCl pH 7.4, 3 mM MgCl_2_, 1 mM DTT), before centrifuging at 3900 × *g* for 30 min at 4 °C with the brake set to “low.” The pelleted nuclei were washed with NF1 buffer, followed by a wash with FANS buffer (PBS, 1% (wt/vol) bovine serum albumin (BSA) and 1 mM EDTA pH 8.0).

### ChIP-seq library preparation

ChIP-seq was conducted based on a previously published protocol with minor modifications^64^. Fixed nuclei were resuspended in LB3 buffer (10 mM Tris-HCl pH 7.4, 100 mM NaCl, 1 mM EDTA PH 8.0, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-Lauroylsarcosine, 1× protease inhibitor), and then transferred to Covaris microtubes with AFA fiber. All subsequent steps were carried out on ice or at 4 °C. The samples were sonicated using a Covaris E220 focused-ultrasonicator (Covaris, MA) for 10 min (Duty: 5, PIP: 140, Cycles: 200, AMP/Vel/Dwell: 0.0). To serve as DNA input controls, 1% of the sample was stored at −20 °C. For the ChIP procedure, 25 µL Protein G Dynabeads (Invitrogen, 10004D) and 3 µL H3K27ac antibody (Active Motif, 39133) were added to the samples, and rotated at 4 °C overnight. The Dynabeads were subsequently washed three times with WB1 (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 2 mM EDTA pH 8.0, 0.1% SDS, 1% Triton X-100), three times with WB3 (10 mM Tris-HCl pH 7.4, 250 mM LiCl, 1% Triton X-100, 1 mM EDTA PH 8.0, 0.7% sodium deoxycholate), three times with TET (10 mM Tris-HCl pH 7.4, 1 mM EDTA PH 8.0, 0.2% Tween20), and finally with Te-NaCl (10 mM Tris-HCl pH 7.4, 1 mM EDTA PH 8.0, 50 mM NaCl). The beads were resuspended in 25 μL of TT (10 mM Tris-HCl pH 7.4, 0.05% Tween 20). Input samples were adjusted to 25 μL with TT, and input libraries were generated in parallel with the ChIP libraries. For library preparation, the NEBNext Ultra II DNA Library Prep kit (New England BioLabs, E7645) was used for End Prep and Adapter Ligation, following the manufacturer’s instructions. Unique barcoded adapters (NextFlex, Bioo Scientific) were added. To decrosslink, libraries were incubated with RNase A (Thermo Scientific, EN0531) and Proteinase K (New England BioLabs, P8107) at 55 °C for 1 h and 65 °C overnight. Libraries were then PCR amplified for 14 cycles with NEBNext Ultra II Q5® Master Mix (New England BioLabs, M0544). Gel extraction using a 10% TBE gel was performed to size-select libraries for 200–500 bp fragments. Samples were sequenced by the Imperial BRC Genomics Facility on an Illumina NextSeq2000 platform using paired-end sequencing and a read length of 75 bp, targeting a depth of 30 million reads.

### RNA-seq library preparation

Samples were homogenised in 1 mL of Trizol reagent (Thermofisher Scientific, Waltham, MA) and total RNA was extracted using the Life Technologies min-RNA purification kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. Libraries were constructed using the 3′QuantSeq kit (Lexogen) with the following modifications. To enable the removal of PCR duplications, a custom oligo-dT primer was designed using a 12-bp unique molecular identifier. Samples were sequenced to a depth of 5 million, single-end reads, each on a Illumina Novaseq platform (Illumina, San Diego, CA).

### Data analysis

Initial screening for sample anomalies was performed with FastQC (version 0.11.9). Adapter sequences were trimmed using Trim Galore! (version 0.6.7). For ChIP-seq, the trimmed FASTQ files were then mapped to the rat reference genome (mRatBN7.2) using Bowtie2 (version 2.4.4), followed by the removal of duplicate reads with Picard (version 2.6.0). Peak calling was conducted using MACS2 (version 2.2.7.1) on merged samples. For normalisation, we used merged control inputs pooled from multiple animals. Specifically, reads from individual replicates were combined into a single dataset prior to peak calling, allowing us to detect regions consistently enriched across samples. The pooled input control ensured accurate background normalisation across the merged data. The parameters for calling peaks were set for paired-end BAM files, using a genome size of 2.7 billion, a shift size of 50, and all duplicate reads were retained. Finally, FeatureCounts (version 2.0.5) quantified the alignment of reads to these identified peak regions. For RNA-seq, FASTQ files were aligned, and transcripts were quantified using Salmon (version V1.10.0). Differential analysis to pinpoint epigenomic and transcriptomic differences between rotenone and control groups was performed using a quasi-likelihood *F* test in EdgeR (4.0.16). Normalisation factors were calculated based on sample-specific library compositions, and a quasi-likelihood model was fitted to the data using glmQLFit() and glmQLFTest() functions. Effect sizes are reported as log(fold change), which refers to the log_2_-transformed ratio of normalised counts between cases and controls. Transcripts and H3K27ac peaks with FDR-corrected *p*-value < 0.05 were considered differentially expressed (upregulated or downregulated) or differentially acetylated (hyperacetylated or hypoacetylated) between the two experimental groups. Weighted gene co-expression network analysis (WGCNA) was performed on transcript counts in the motor cortex and SN, respectively using the WGCNA R package (1.72.5). The H3K27ac peaks were assigned to genes using the annotatePeak() function in ChIPseeker (1.38.0) using “org.Rn.eg.db” as the annotation package and taking into account regulatory regions within 3 kb of the transcription start site. Gene ontology enrichment was performed using the enrichGO() function of the package clusterProfiler (4.10.0) for gene ontology enrichment analysis. Motif analysis was performed using HOMER, using all detectable H3K27ac peaks as background. Detailed annotated code used for analysis can be found at https://github.com/Marzi-lab/rotenone_rat_ChIP/.

## Supplementary information

Supplementary information

## Data Availability

FASTQ files have been deposited in the NCBI’s Gene Expression Omnibus^65^ and are accessible through GEO Series accession number GSE280519 for RNA-seq dataset and GSE280520 for the ChIP-seq dataset. All the data and code required to reproduce the figures in this manuscript are available in our GitHub repository: https://github.com/Marzi-lab/rotenone_rat_ChIP/.

# Supplementary material for: Unique nigral and cortical pathways implicated by epigenomic and transcriptional analyses in rotenone Parkinson’s model
**Source:** NPJ Parkinsons Dis. 2025 Jul 24;11:217. doi: 10.1038/s41531-025-01049-1
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

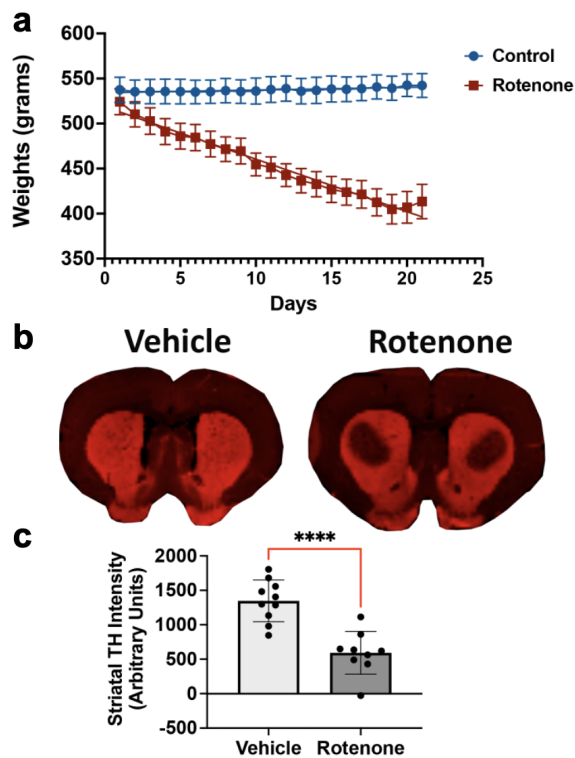

### Supplementary Figure 1. Rotenone caused a loss of striatal dopaminergic terminals.

Male Lewis rats (8-10 months of age) received a single dose of vehicle (Miglyol) or rotenone (2.8 mg/kg) for 21 days. **a)** Lewis rats dosed with rotenone consistently lost weight beginning on day 3. **b-c)** Striatal dopamine terminal loss was assessed by immunohistochemistry using specific markers; tyrosine hydrolase (TH) for dopaminergic neurons. **b)** Representative photomicrographs of striatal dopaminergic terminals of rats treated with vehicle or rotenone. **c)** Quantification of striatal dopaminergic terminals loss in rats; n=10/grp. Data are analyzed using unpaired T-test, \*\*\*  $p < 0.0001$  graphs are expressed as mean  $\pm$  SEM. Symbols represent individual brains.

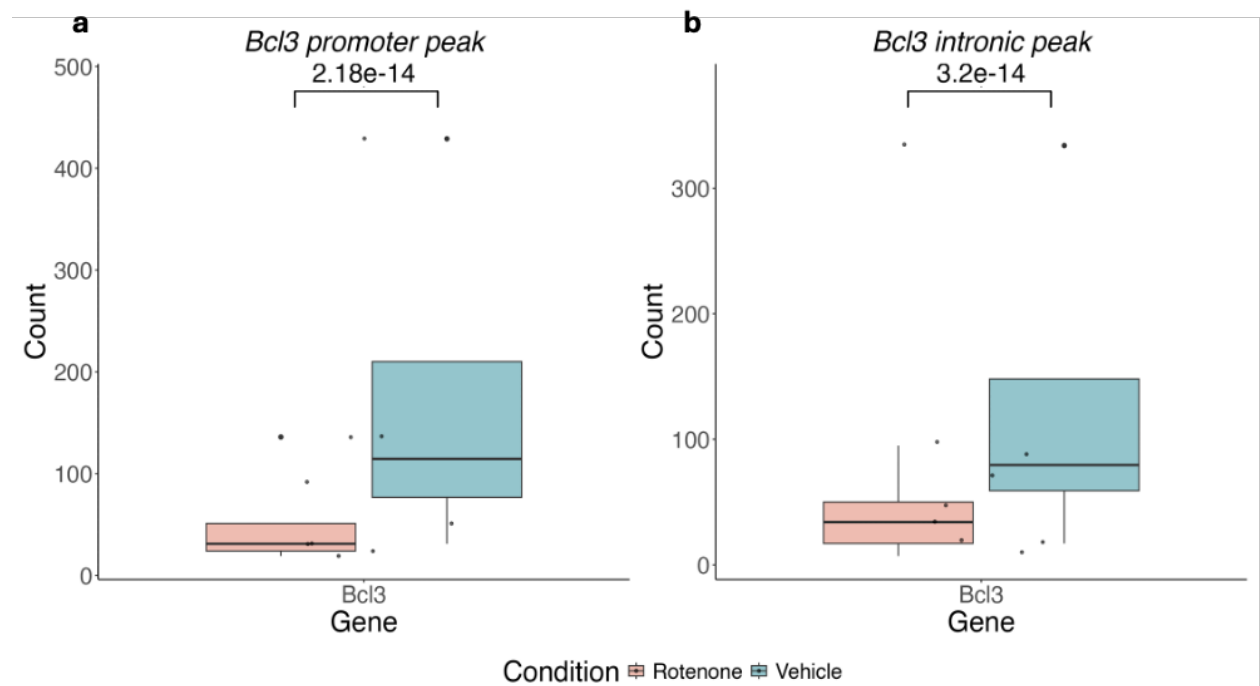

**Supplementary Figure 2: Box plots showing the hyperacetylation levels of two *Bcl3* peaks in the SN following rotenone exposure. a) Promoter peak. b) Intronic peak.**

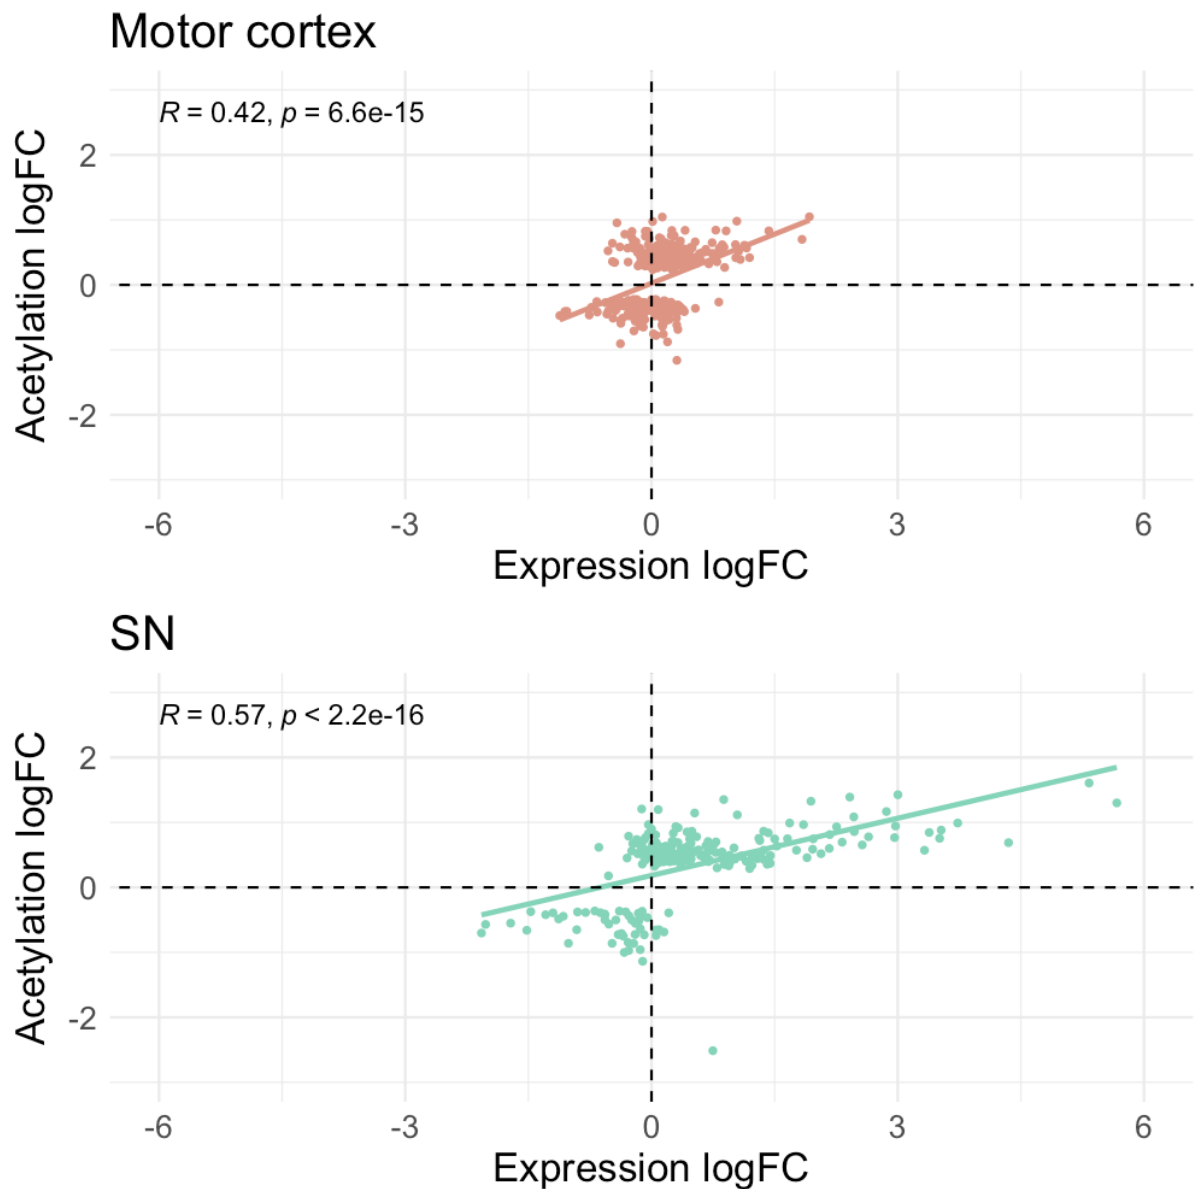

**Supplementary Figure 3: RNA-seq and ChIP-seq signals correlate across differentially acetylated promoters and their genes.** Correlation of effect sizes (logFC) in acetylation and gene expression, comparing rotenone-exposed rats to vehicle controls in **a)** motor cortex and **b)** SN. Correlations were performed using the Pearson's product moment correlation coefficient.

**Supplementary Table 1: Significantly hyperacetylated peaks in the substantia nigra**

**Supplementary Table 2: Significantly hypoacetylated peaks in the substantia nigra**

**Supplementary Table 3: Significantly hyperacetylated peaks in the cortex**

**Supplementary Table 4: Significantly hypoacetylated peaks in the cortex**

**Supplementary Table 5: Significantly overexpressed genes in the substantia nigra**

0336

6034

7938

916E-03

499E-02 Surf4

UP

**Supplementary Table 6: Motifs associated with hyperacetylated peaks in substantia nigra**

**Supplementary Table 7: Motifs associated with hypoacetylated peaks in substantia nigra**

**Supplementary Table 8: Acetylation changes in complement-related genes in the substantia nigra**

How the deposited data were processed for this re-analysis (not part of the article)

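H3K27ac ChIP-seq was measured in the SN and motor cortex of 9 male Lewis rats, 5 given rotenone and 4 given vehicle. The labels of the control samples, their protocol text and the methods of the paper describe the vehicle differently, and the paper's word vehicle is used throughout. RNA-seq, immunohistochemistry and motif results are outside the peak lists and were not analysed here.

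The authors trimmed and aligned the reads to mRatBN7.2 with Bowtie2 2.4.4, removed duplicates with Picard 2.6.0, combined the replicates of each region and called peaks with MACS2 2.2.7.1 against pooled input, with a genome size of 2.7 Gb and a shift size of 50 bp. The deposited files hold the resulting positions only, with no count, signal or score. The filter that left gaps in the peak numbers of both lists is not described in the methods. The authors counted reads on peaks with FeatureCounts 2.0.5 and tested rotenone against vehicle with a quasi-likelihood F test in edgeR 4.0.16, and their log2 fold changes, p-values and FDR values are used as printed in Supplementary Tables 1 to 4 and 8. Gene names and the distance to a transcription start site are the authors' ChIPseeker 1.38.0 annotation, with promoters within 3 kb.

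The supplementary tables were read from a text copy that had lost its decimal points, which were put back after the first digit. Some gene names in Supplementary Table 4 are misread, so numbers of rows per gene there are lower bounds. Rows were matched to the lists by chromosome, start and end. The lists were read as BED intervals, whose starts count from 0, and positions are printed counted from 1, so a start is higher by 1 than in the supplementary tables. Overlaps were computed with bedtools 2.31.1, where an overlap of at least 1 bp counted as shared. Tests were computed with Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The share of hypoacetylated among differentially acetylated peaks was tested with a two-sided exact binomial test, with 95% Wilson intervals. Crowding of peaks was tested by the largest number in one window of 2 Mb against 10000 random draws of as many peaks from the same list. For the SN, that background is the whole deposited list, which holds more peaks than the authors tested. Widths were compared with 10000 draws in the same way. The overlap and crowding functions were tested on simulated data with 4000 peaks, where all 1000 planted overlaps and all 2000 peaks planted within the gap were found. Without crowding, 5 of 100 simulated sets passed a p of 0.05, and 100 of 100 sets with a planted cluster did.

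The genes named are those the paper names in its ChIP-seq results or labels in Figs 1c, 1d, 4a-c, 4f, 5 and 7, and the 5 peaks with the lowest FDR in each direction and region. This rule, the tests and the alternatives were set before the peak lists were opened, but after the paper and its supplementary tables had been read. Other tests and alternatives were chosen after seeing the data: a one-sided binomial test, draws matched on peak width, the shared direction without the windows that hold 10 or more hypoacetylated SN peaks, shares of the paper's number of SN peaks, the comparisons of peak widths between differentially acetylated and other SN peaks, the number of tests implied by the FDR values, the test of a width filter, the comparisons with the motor cortex in crowded windows, and the tests of glucocorticoid response genes. A value was taken to differ from the paper's when the larger exceeded the smaller by more than 1.5 times, or for log2 fold changes when they differed after rounding. The crowding tests were set after crowding had been seen in the supplementary tables, so their p-values are descriptive.

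Several steps were left out. Tests of promoter shares need a gene annotation of mRatBN7.2, and the reference gene table at hand is of GRCr8. Motif tests need the genome sequence. Leaving out replicates, other splits of the rats and a block for the rat need values for each rat, which the pooled lists do not carry. For the same reason no depth per sample or error between rats is given. The reference gene table was used only to look up neighbouring genes.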

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

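The tests in this part were chosen after the result was seen. The SN list holds 32463 peaks beyond the number the paper gives, and the paper does not report on this excess. The list has 70744 peaks against the paper's 38281, a ratio of 1.85, while in the motor cortex the difference is 2 peaks. Multiplying each SN row's FDR by its rank and dividing by its p-value, for the 1208 rows with an FDR above 0.01, gives a median of 38254 tests, with 95% of rows between 38103 and 38378. The same calculation gives 80797 for the motor cortex. The authors therefore tested a smaller set of SN peaks than the list holds. A filter on width alone is argued against, since 114 of the 2090 differentially acetylated SN peaks are narrower than 908 bp, the width at which the 38281 widest peaks begin. A filter on read counts could not be tested, because the lists carry none, and stays open. The supplementary tables used here give test results for the differentially acetylated SN peaks and, in Supplementary Table 8, for 12 others, so which of the remaining listed peaks entered the authors' test is not known here. No biological explanation was tested, since the list pools rotenone and vehicle rats.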

How the results depend on the processing

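The excess of hypoacetylated over hyperacetylated peaks kept its direction and stayed past the threshold in every alternative run, in both regions. Every alternative recounts the same calls of the authors' single comparison of rats per region. Neither the alternatives nor their p-values therefore measure the spread between rats. The hypoacetylated share of SN peaks ran from 55.2% to 62.7%, with p-values from 4.1e-14 to 6.31e-06 in the alternatives set before the data were examined. In the motor cortex the share ran from 56.5% to 58.7%. The crowding tests also stayed past the threshold with windows of 500 kb and with an FDR under 0.01, where the largest p-value, 0.0035, belonged to the hyperacetylated SN peaks. Draws matched on width, chosen after seeing the data, left the hypoacetylated SN peaks at 1e-04, the smallest value the draws can give.

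Counts of peaks depended on width and on the overlap that counts as shared. The wider 50% of each list stood in for a stricter peak threshold, since the lists have no score, and it lowers list sizes by construction. It gave 35360 SN and 40375 motor cortex peaks, 24739 shared and 10621 unique SN peaks, and 23840 shared and 16535 unique motor cortex peaks. Peaks of at least 1000 bp gave 35176 SN and 48630 motor cortex peaks, 27029 shared and 8147 unique SN peaks, and 26541 shared and 22089 unique motor cortex peaks. A reciprocal overlap of 50% gave 29586 shared peaks in either region, 41158 unique SN peaks and, among DARs, 1339 in shared and 751 in unique peaks of the SN and 3784 in shared and 5443 in unique peaks of the motor cortex. Merging peaks across gaps of up to 1 kb gave 15485 unique SN regions. With an FDR under 0.01, which leaves fewer DARs by construction, 673 SN and 2535 motor cortex DARs lay in shared peaks, and the share of overlapping pairs with the same direction rose to 99.61%. Dividing by the paper's number of SN peaks, chosen after seeing the data, gave a share of 3.18% hypoacetylated and 2.28% hyperacetylated peaks. Beyond those effects of construction, the cause was not tested. Counting each result once for each of its alternatives, 23 values moved and 40 did not, and one result can be in both counts.

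Leaving out the windows that hold 10 or more hypoacetylated SN peaks, an alternative chosen after seeing the data, kept 758 of the 764 overlapping pairs. The share of pairs with the same direction was then 97.89%. With so few pairs removed, the share could not have left its interval, so this alternative does not test it. No paired analysis was possible because the lists pool all rats of a region and carry no value for a rat. Leaving out each replicate in turn was not run for the same reason. The tests of promoter shares and of motifs were not run, nor were their alternatives, since they need an annotation and a sequence of mRatBN7.2. The depth of each sample limits which peaks were called and could not be examined.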

Differences from the paper's values

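The SN list holds 70744 peaks against the paper's 38281. Among the alternatives set before the data were examined, the wider 50% of peaks (35360) and peaks of at least 1000 bp (35176) came within 1.5 times, and chromosomes 1 to 20, X and Y did not. The list is 1.85 times the paper's number, so keeping 50% of it had to come within 1.5 times. The same width settings left 40375 and 48630 motor cortex peaks, away from the paper's 80763. They therefore do not account for the counts of both regions. As a share of the listed SN peaks, hypoacetylated peaks were 1.72% against the paper's 3.18% and hyperacetylated peaks 1.24% against the paper's 2.28%, and no alternative was set for these shares before the data were examined. With the paper's 38281 peaks as the denominator, chosen after seeing the values, the shares were 3.18% and 2.28%, so the gap lies in the number of peaks divided by.

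The binomial p-value for the SN was 7.7e-14 against the paper's 3.33e-14. It was 4.1e-14 with an FDR under 0.01, within 1.5 times, and not with neighbours within 50 kb counted once or without the 10 densest windows. The FDR under 0.01 counts 552 hypoacetylated among 880 peaks, and not 1216 among 2090. Its closeness to the paper's p-value therefore does not account for that value. A one-sided test, chosen after seeing the values, gave 3.85e-14. For the motor cortex it was 1.11e-35 against the paper's 2.2e-16, and none of the alternatives set before the data were examined gave a value that high, with p-values from 4.58e-22 down to 1.45e-40. The paper's 2.2e-16 is also the limit below which R by default prints a p-value only as smaller than that number, so a difference below it cannot be read from the printed value.

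The number of shared peaks was 46192 SN and 44466 motor cortex peaks against the paper's 24878. It came within 1.5 times with a reciprocal overlap of 50% (29586), with peaks merged across gaps of up to 1 kb (35748 and 35177), with the wider 50% of peaks (24739 and 23840) and with peaks of at least 1000 bp (27029 and 26541). It did not with at least 50% of the shorter peak, with peaks up to 1 kb apart, or on chromosomes 1 to 20, X and Y. The width settings shrink the lists by construction. They also took the unique motor cortex peaks to 16535 and 22089, away from the paper's 36296. Unique SN peaks numbered 24552 against the paper's 5205, and none of the alternatives set before the data were examined closed the gap. The paper's 24878 shared and 5205 unique peaks do not add up to its 38281 SN peaks. How the paper defined shared and unique peaks is not described. Its 36296 unique motor cortex peaks lie near the 36299 found here with an overlap of 1 bp against the whole SN list. At least 50% of the shorter peak gave 36908, peaks up to 1 kb apart 33287 and a reciprocal overlap of 50% 51179. Of the 36299, 1186 were hyperacetylated and 2327 hypoacetylated, against the paper's 1394 and 1655. What the paper's shared and unique SN counts cover is not known here. Hyperacetylated shared motor cortex peaks numbered 2829 against the paper's 1788. A reciprocal overlap of 50% (1893) and an FDR under 0.01 (1215) came within 1.5 times, and at least 50% of the shorter peak and peaks up to 1 kb apart did not.

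Among shared peaks of the motor cortex, the log2 fold changes in the supplementary tables ran from -1.72 to 2.77 against the paper's -2.53 and 1.41, and the lowest FDR was 2.93e-12 against the paper's 5.96e-09. Among shared peaks of the SN, the lowest log2 fold change was -1.64 against the paper's -1.63, the highest log2 fold change was 2.10 against the paper's 2.72 and the lowest FDR was 4.92e-11 against the paper's 2.72e-11. None of the alternatives set before the data were examined closed any of these gaps. They choose among the peaks of the supplementary tables, where the log2 fold changes run from -1.93 to 2.77 in the motor cortex and from -2.59 to 2.14 in the SN, so the paper's -2.53 for the motor cortex and 2.72 for the SN lie outside these tables and could not be reached by any such choice. Whether the paper's ranges come from a separate test of shared peaks is not known here.

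The paper places the direction of effect as the same for 80% of peaks significant in both regions, and 97.9% of the overlapping pairs had the same direction here. The paper states that most transcription factors in Fig. 4f, Irf8 among them, had elevated H3K27ac, and 6 of the 19 have a hyperacetylated SN peak in Supplementary Table 1, without Irf8. These measures differ, since the figure shows fold changes with stars for an FDR under 0.05 and the table holds only peaks under that threshold, so an elevated value above the threshold is not excluded. The paper describes acetylation at C1q as raised in the SN but not in the motor cortex, and Supplementary Table 3 lists 1 C1qb peak of the motor cortex as hyperacetylated (FDR = 0.0489). The paper describes Homer1 and Grin2b as hyperacetylated in the motor cortex, and Supplementary Table 4 also lists 1 hypoacetylated Homer1 peak and 2 hypoacetylated Grin2b peaks.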

Other observations

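The tests in this part were chosen after the results they concern had been seen, and the patterns are hypotheses found and tested on the same data.

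Hypoacetylated SN peaks crowded into few windows. In 7 windows of 2 Mb with at least 10 of them lie 164 of the 1216 peaks (13.5%), or 16.8% of the 979 SN peaks listed there. The fullest window, chromosome 3 from 0 to 2 Mb, has 46 hypoacetylated among 150 SN peaks. The paper assigns these to Rn18s as distal intergenic peaks, at distances of -2150149 to -604237 bp from its transcription start site. The other windows are chromosome 6 from 132 to 134 Mb with 25 (Adam6), chromosome 1 from 52 to 54 Mb with 21 (Smok2a and T2), chromosome 16 from 20 to 22 Mb with 19 (Lzts1 and Zfp868), chromosome 3 from 16 to 18 Mb with 19 (Pbx3 and others), chromosome 1 from 54 to 56 Mb with 18 (Vom2r9 and others) and chromosome 9 from 10 to 12 Mb with 16 (Adgre4 and others). Chance placement is argued against, since the largest number in 10000 draws of as many SN peaks was 16 (permutation test, p = 1e-04, the smallest value the draws can give). A difference between the genomes of the rats that spans whole windows, such as copy number, would be present in both regions of one brain. In the 6 windows with at least 10 motor cortex peaks, 33 of 533 motor cortex peaks were hypoacetylated (6.19%), against a median of 6.21% in 10000 draws of as many windows, of which 97.5% gave at most 11.5% (p = 0.504). Over all 7 windows, for which the comparison was first set, the share was 6.17% (p = 0.522), and the split by the number of motor cortex peaks was made after seeing that value. The pooled share covers windows that differ, so each was also compared by itself (one-sided Fisher test of the hypoacetylated share of motor cortex against SN peaks, Holm-adjusted over 6 windows). On chromosome 6 from 132 to 134 Mb and chromosome 1 from 54 to 56 Mb, 0 of 42 and 0 of 28 motor cortex peaks were hypoacetylated, against 19.5% and 30.0% of SN peaks (p = 0.00229 for both), which argues against such a difference as the whole cause in these windows. The windows were chosen for their SN peaks, which favours a higher SN share. In the other 4 windows the explanation stays open, with a lowest adjusted p of 0.127: the motor cortex shares were 7.02% on chromosome 1 from 52 to 54 Mb, 6.90% on chromosome 16, 4.89% on chromosome 3 from 16 to 18 Mb and 12.8% on chromosome 9, where 10 of 78 motor cortex peaks were hypoacetylated, against 13.3% of SN peaks. At chromosome 3 from 0 to 2 Mb, only 2 motor cortex peaks are listed, so the same explanation and a change specific to the SN cannot be told apart. A difference limited to the hypoacetylated peaks themselves, such as copies of repeats, also stays open. Only 12 of the 164 peaks overlapped a motor cortex peak, and of the 16 motor cortex peaks involved 5 were hypoacetylated, against 477 of the 1108 motor cortex peaks on any hypoacetylated SN peak. Whether reads map to several copies in these windows was not tested, since it needs the reads and the genome. An effect of rotenone on the SN alone stays among the open explanations, untested.

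Crowding above that of most random draws was also found elsewhere. The hypoacetylated motor cortex peaks reached 42 in one window against at most 35 in the draws (p = 1e-04). The hyperacetylated SN peaks reached 12, on chromosome 3 from 156 to 158 Mb around Cebpb and Ptpn1. The draws had a median of 7 and a highest value of 14, above the observed 12 (permutation test, p = 0.0005). No explanation for either was tested beyond chance placement, and draws matched on width were run for the hypoacetylated SN peaks only.

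Differentially acetylated SN peaks were wider than the others in both directions, with the narrower median, that of the hypoacetylated peaks, at 1972 bp. The other peaks include ones the authors did not test, so part of the gap can come from their filter. As the whole cause the filter is argued against: if the tested set is a part of the list, the widest 36191 other peaks, as many as a filter down to the paper's number leaves, have a median of 1648 bp, and the medians in both directions were above it (permutation test with 10000 draws, p = 1e-04 for both, the smallest value the draws can give). More reads on wide peaks, and so more power, is a candidate explanation that stays open and would need read counts for a direct test.

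The strongest hyperacetylated peaks of both regions include some near genes that respond to glucocorticoids. Peaks assigned to Armc12 on chromosome 20 are among the leading ones in the SN and the motor cortex, and Fkbp5 is a neighbour of Armc12 in the GRCr8 gene table. A list of 22 genes used as markers of a glucocorticoid response was drawn up from memory after the supplementary tables had been read, and 5 of them (Fkbp5, Klf15, Ddit4, Hif3a and Cdkn1a) were listed because their hyperacetylated peaks had been seen. Of the 22, 12 had differentially acetylated SN peaks, 18 in all, and all 18 were hyperacetylated (p = 0.0002). Without the 5 genes, 9 of 17 had such peaks, and all 15 peaks were hyperacetylated, against a mean share per gene of 45.7% for other genes (permutation test of 10000 draws of as many genes, one-sided p = 0.0014). Leaving out 4 more genes that also belong to immune and stress responses (Cebpd, Dusp1, Nfkbia and Bcl6) left 5 genes with 6 peaks, all hyperacetylated (p = 0.0164). In the motor cortex, 49 rows of the 22 genes were hyperacetylated and 3 hypoacetylated, which was not tested. A stress response with raised glucocorticoids in the exposed rats may contribute to changes seen in both regions, but with a list made after seeing the data it cannot be told apart from the immune response the paper describes. Hormone levels were not analysed here.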
